# Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling

**DOI:** 10.1128/mbio.01239-22

**Published:** 2022-06-13

**Authors:** Axel Dietschmann, Sebastian Schruefer, Stefanie Westermann, Fiona Henkel, Kirstin Castiglione, Ralf Willebrand, Jasmin Adam, Jürgen Ruland, Roland Lang, Donald C. Sheppard, Julia Esser-von-Bieren, Daniel Radtke, Sven Krappmann, David Voehringer

**Keywords:** eosinophils, *Aspergillus fumigatus*, phosphatidylinositol-3-kinase, Toll-like receptor, C-type lectin receptor

## Abstract

Eosinophilia is associated with various persisting inflammatory diseases and often coincides with chronic fungal infections or fungal allergy as in the case of allergic bronchopulmonary aspergillosis (ABPA). Here, we show that intranasal administration of live Aspergillus fumigatus conidia causes fatal lung damage in eosinophilic interleukin-5 (IL-5)-transgenic mice. To further investigate the activation of eosinophils by A. fumigatus, we established a coculture system of mouse bone marrow-derived eosinophils (BMDE) with different A. fumigatus morphotypes and analyzed the secretion of cytokines, chemokines, and eicosanoids. A. fumigatus-stimulated BMDE upregulated expression of CD11b and downregulated CD62L and CCR3. They further secreted several proinflammatory mediators, including IL-4, IL-13, IL-18, macrophage inflammatory protein-1α (MIP-1α)/CC chemokine ligand 3 (CCL3), MIP-1β/CCL4, and thromboxane. This effect required direct interaction and adherence between eosinophils and A. fumigatus, as A. fumigatus culture supernatants or A. fumigatus mutant strains with impaired adhesion elicited a rather poor eosinophil response. Unexpectedly, canonical Toll-like receptor (TLR) or C-type-lectin receptor (CLR) signaling was largely dispensable, as the absence of MYD88, TRIF, or caspase recruitment domain-containing protein 9 (CARD9) resulted in only minor alterations. However, transcriptome analysis indicated a role for the PI3K-AKT-mTOR pathway in A. fumigatus-induced eosinophil activation. Correspondingly, we could show that phosphatidylinositol 3-kinase (PI3K) inhibitors successfully prevent A. fumigatus-induced eosinophil activation. The PI3K pathway in eosinophils may therefore serve as a potential drug target to interfere with undesired eosinophil activation in fungus-elicited eosinophilic disorders.

## INTRODUCTION

Allergic bronchopulmonary aspergillosis (ABPA) is caused by the fungus Aspergillus fumigatus, afflicts about five million patients globally, and is still a noncurable disease (1). ABPA is associated with strong lung eosinophilia. Activated eosinophils may enhance the inflammatory response not only by degranulation and release of toxic proteins but also by secretion of cytokines, chemokines, and lipid mediators. The receptors and signaling pathways involved in activation of eosinophils by A. fumigatus are currently unknown. Studies with macrophages, dendritic cells, and neutrophils identified critical roles of Toll-like receptors (TLRs) and C-type-lectin receptors (CLRs) for recognition of fungal pathogens. Of the TLRs, mainly TLR2, TLR4, and TLR9 have been linked to fungal recognition, but TLR7 has also been implicated in protective antifungal immunity (2, 3). In addition, several CLR family members have been found crucial for the defense of fungi, among them Dectin-1, -2 and -3, Mincle, and more recently, MelLec, which recognize β-glucans, mannose-derived pathogen-associated molecular pattern (PAMPs), and dihydroxynaphthalene-melanin of the fungal cell wall, respectively (4–9). TLRs strongly rely on two downstream signaling adaptors, namely, MYD88, which they share with the interleukin-1 (IL-1) cytokine family receptors and TRIF (*Ticam1* gene) to mount activation of NF-κB, mitogen-activated protein kinase (MAPK), or type I interferon responses (10–14). In contrast, CLRs mainly induce activation of spleen tyrosine kinase (SYK) and protein kinase C-delta (PKCδ) followed by assembly of the caspase recruitment domain-containing protein 9 (CARD9)-B-cell lymphoma 10 (BCL10)-Mucosa-associated lymphoid tissue lymphoma translocation protein 1 (MALT1) (CBM) complex, which then activates the NF-κB cascade, which is crucial for antifungal immunity (15–18).

There is some basic knowledge about TLR and CLR expression in eosinophils, but it remains unclear whether they are required for fungal eosinophil activation (19, 20). It is still unclear whether eosinophils actually express the β-glucan receptor Dectin-1 and can be activated via this route (21–23). Activated eosinophils can secrete large amounts of enzymes and cytokines among other factors and might thereby exacerbate underlying allergic mycoses or hinder fast fungal clearance by phagocytes (24–27). Contrastingly, eosinophils have also been reported to kill allergenic and/or pathogenic fungi such as Alternaria alternata, Pneumocystis murina, and A. fumigatus (22, 28–30). For both scenarios, allergic exacerbation as well as protective immunity, it would be highly desirable to understand in detail the antifungal eosinophil response and its mechanistic regulation. This would certainly help to identify potential drug targets for adequate pharmacological intervention, depending on the particular disease setting.

## RESULTS

### Eosinophils cause fatal lung inflammation in response to intranasal A. fumigatus conidia.

Eosinophils can massively accumulate in the lung of ABPA patients and may contribute to lung pathology (31, 32). To investigate whether A. fumigatus-stimulated eosinophils promote tissue damage in the lung, we used a mouse model and administered live A. fumigatus conidia intranasally to wild-type or IL-5-transgenic (tg) mice, which contain abundant eosinophils in most tissues, including the lung (33). One day later, the bronchoalveolar lavage (BAL) fluid and lung parenchyma were analyzed to determine the number of eosinophils and other effector cells, the fungal burden, cytokine concentrations, and the number of erythrocytes as an indicator of lung damage (Fig. 1). Only the BAL fluid of A. fumigatus-challenged IL-5tg mice contained massive numbers of eosinophils and erythrocytes. Inflammatory monocytes, CD4 T cells, and Th2 cells were also increased in the BAL fluid of wild-type mice but even more so in IL-5tg mice. Except for eosinophils, we found no significant differences for the other effector cells in the lung parenchyma (see Fig. S1A and B in the supplemental material). A. fumigatus-challenged wild-type mice showed elevated expression levels of TLR2, TLR6, Dectin-1, and Dectin-2, and a similar trend was apparent in IL-5tg mice, while expression levels of TLR1 and CARD9 did not change (Fig. S1C). The concentrations of IL-4, IL-5, IL-13, and IL-1β upon A. fumigatus challenge were higher in the BAL fluid of IL-5tg compared to wild-type mice, while no difference was observed for tumor necrosis factor alpha (TNF-α) (Fig. 1E). IL-17 and gamma interferon (IFN-γ) were below the limit of detection (data not shown). Although fungal burden and fungal distribution were comparable in both strains of mice (Fig. 1B, F, and G), only IL-5tg mice developed fatal lung damage (Fig. 1H). We therefore investigated the secretion of numerous cytokines, chemokines, and eicosanoids from eosinophils stimulated with different A. fumigatus morphotypes in an *in vitro* coculture system.

**FIG 1:**
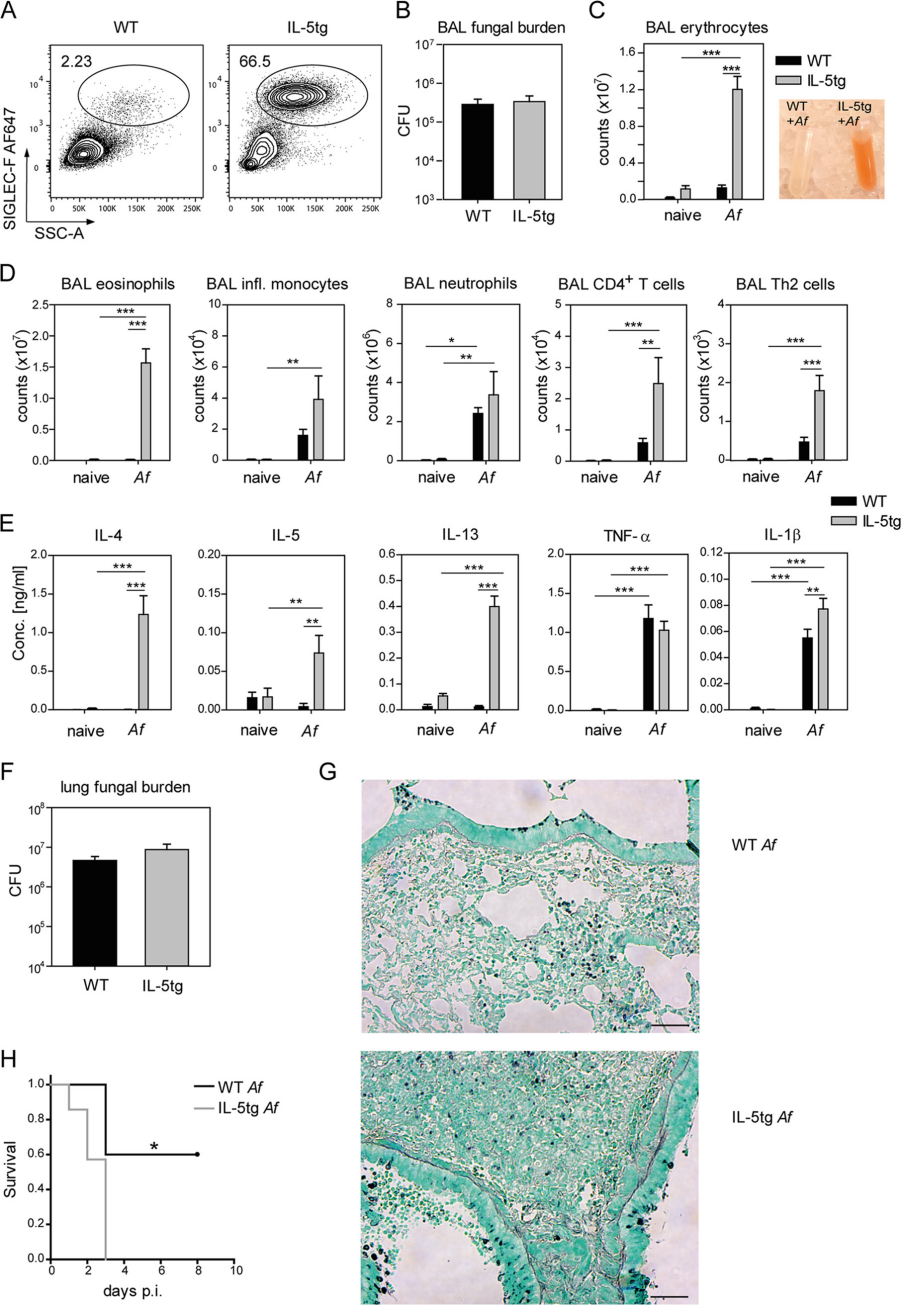
Eosinophil-mediated lung damage in A. fumigatus-infected mice. (A) Representative FACS plots of BAL fluid eosinophils. (B) BAL fluid fungal burden. (C and D) BAL photograph and total number of erythrocytes, eosinophils, inflammatory monocytes, neutrophils, CD4^+^ T cells, and Th2 cells (Th2 defined as 4get^+^) from the BAL fluid of WT or IL-5tg mice crossed to IL-4eGFP reporter (4get) mice 24 h after i.n. infection with 4 × 10^7^ conidia of WT A. fumigatus ATCC 46645. Eosinophils were defined as SIGLEC-F^+^/SSC^high^ from living single cells after excluding SIGLEC-F^high^/CD11c^high^ alveolar macrophages. (E) Cytokines in the BAL fluid. (F) fungal burden of total lung tissue; (G) representative pictures of Grocott-stained lung tissue from WT or IL-5tg mice 24 h after i.n. infection with 4 × 10^7^ conidia of WT A. fumigatus ATCC 46645. The scale bar in the histology pictures equates to 50 μm. (H) Survival analysis of WT and IL-5tg mice after i.n. infection with 10^8^ conidia of the A. fumigatus CEA10 strain. The survival curve shows mice that did not spontaneously die or lost less than 20% of their initial body weight. Displayed data stand for (A and D) 7 to 9, (B and E) 8, (C) 4 to 5, (F and G) 6 to 8 or (H) 5 to 7 mice per group, pooled from (B) 3, (D and E) 4, or (C and F to H) 2 experiments. Bars show the mean + the standard error of the mean (SEM); statistical significance was determined by (B and F) Student’s *t* test, (C to E) two-way ANOVA with the Holm-Sidak *post hoc* test, or (H) log-rank test with *, *P* < 0.05; **, *P* < 0.01; and ***, *P* < 0.001.

10.1128/mbio.01239-22.1 FIG S1 Gating strategy, lung cell infiltrate, and gene expression of WT and IL-5tg mice. Download FIG S1, PDF file, 0.5 MB. Copyright © 2022 Dietschmann et al. 2022 Dietschmann et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Eosinophil activation in an A. fumigatus-eosinophil coculture system.

To investigate the A. fumigatus-induced activation of eosinophils *in vitro*, we generated a large homogeneous population of bone marrow-derived eosinophils (BMDE) *in vitro* under defined culture conditions (Fig. S2A). We used flow cytometry to analyze the modulation of surface markers which are known to be regulated upon activation. After coculturing viable A. fumigatus conidia with eosinophils, we observed upregulation of the integrin α_M_ (CD11b), the degranulation marker lysosome-associated membrane protein 1 (LAMP-1) (CD107a), SIGLEC-F, and the F4/80-like receptor FIRE. Downregulation of l-selectin (CD62L), immunoglobulin superfamily member 2 (CD101), and the eotaxin receptor CCR3 (CD193) was observed in parallel (Fig. 2A).

**FIG 2:**
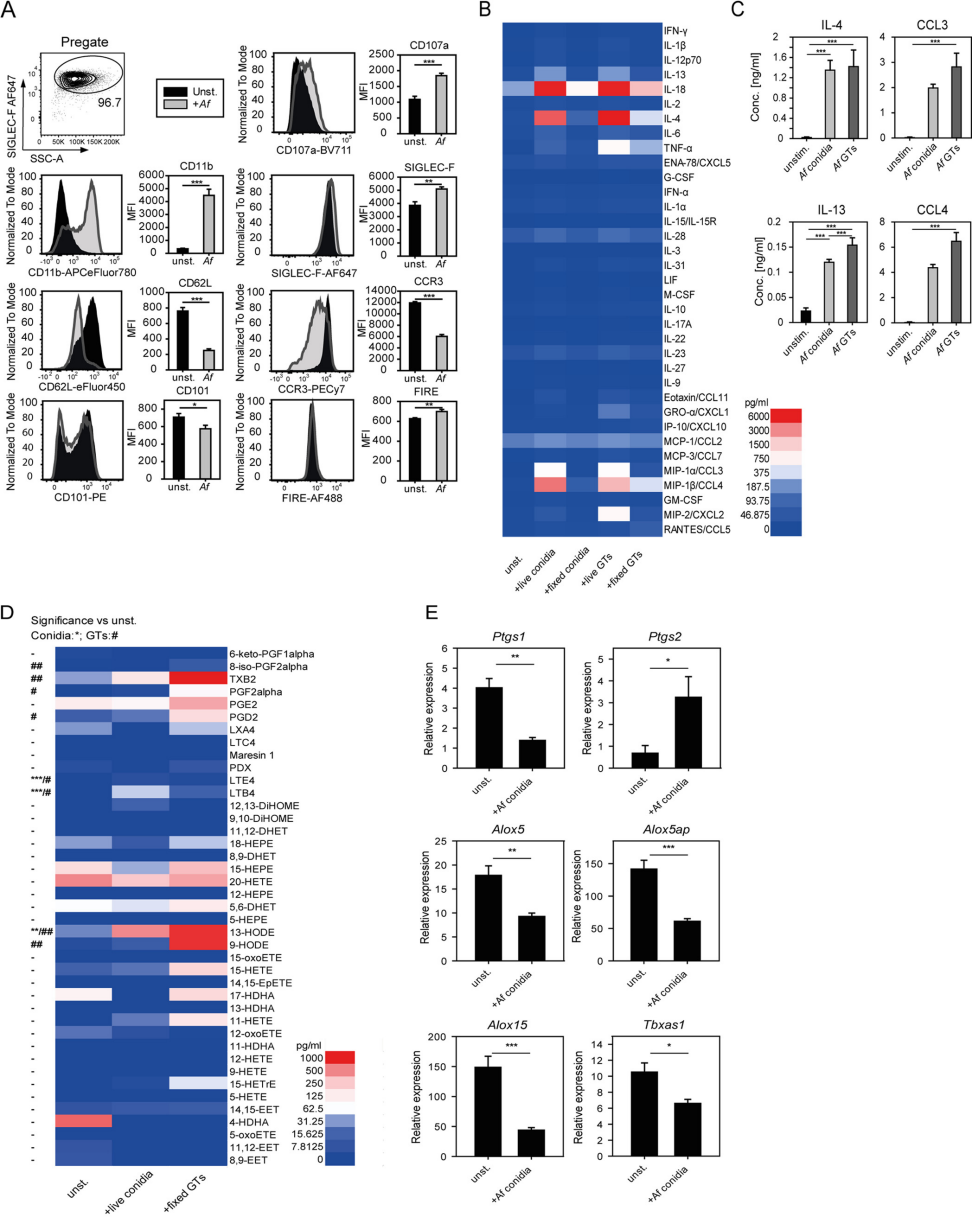
A. fumigatus (*Af*)-induced activation of eosinophils. (A) Flow cytometry staining of a panel of activation-associated surface proteins (activation markers) on BMDE, unstimulated or after 5.5 h of A. fumigatus conidium stimulation. Displayed are representative histograms and the average mean fluorescence intensities (MFI) + SD of three biologically different BMDE cultures measured in one experimental run. Cells were pregated on SIGLEC-F^+^ before retrieving MFI values. Significance was determined by Student’s *t* test; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. (B) Result of a cytokine/chemokine multiplex assay screen. Cells were stimulated for 8 h with viable or inactivated A. fumigatus conidia or germ tubes (GT), and the coculture supernatant was analyzed with a bead-based multiplex cytokine assay. Displayed are mean values of technical duplicates of one BMDE culture as a heatmap. (C) Selected confirmatory ELISAs for validation of multiplex assay findings. Displayed are the mean + SD from three biologically different BMDE cultures of one experiment. Significance was determined by one-way ANOVA and Holm-Sidak *post hoc* test or Kruskal-Wallis and Dunn’s *post hoc* test if normality or equal variance was not given. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. (D) Heatmap of LC-MS/MS quantified eicosanoid levels in supernatants of BMDE after 8 h of A. fumigatus exposure. The mean of five biologically distinct BMDE cultures per group derived from two experiments is shown. One way-ANOVA with the Holm-Sidak *post hoc* test was performed to determine significant differences from the unstimulated (unst.) control group. If not normally distributed, the Kruskal-Wallis test with the Holm-Sidak *post hoc* or Dunn’s *post hoc* test, if equal variance was not given, were applied. *, significant differences between conidium-stimulated and unst. BMDE; #, between fixed germ tube (GT)-stimulated and unst. BMDE. (E) qRT-PCR expression analysis of indicated eicosanoid synthesis genes from BMDE. Displayed are the means + SEM of unst. and 5.5-h conidium-exposed BMDE of five biologically distinct BMDE cultures of two experiments. Expression levels were normalized to housekeeper *Hprt*. Significance was determined by Student’s *t* test; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

10.1128/mbio.01239-22.2 FIG S2 Gating strategy and inhibitor effect on eosinophil viability. Download FIG S2, PDF file, 0.8 MB. Copyright © 2022 Dietschmann et al. 2022 Dietschmann et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We further profiled cytokines and chemokines released from eosinophils after stimulation with different morphotypes of A. fumigatus, namely, viable and fixed conidia and germ tubes (GTs) (Fig. 2B). Conidia contain a cell wall composed of different glycan polymers together with an outer hydrophobin rodlet layer and a melanin layer for protection against environmental hazards. The cell wall of GTs and hyphae has an altered composition of glycan polymers and also contains galactosaminogalactan (GAG) in its outer layer. Therefore, both morphotypes express distinct molecular patterns that could be recognized by cells of the immune system. Viable conidia induced the release of large amounts of IL-4, IL-18, the chemokines macrophage inflammatory protein-1α (MIP-1α)/CC chemokine ligand 3 (CCL3) and MIP-1β/CCL4, and moderate amounts of IL-13. Viable GTs additionally triggered the release of TNF and MIP-2/CXCL2 and moderate amounts of Gro-α/CXCL1. Fixed conidia or GTs showed relatively weaker cytokine and chemokine release from eosinophils. This suggests that metabolic activity of the fungus promotes the activation of eosinophils. We did not detect secreted IL-17A, although it has been reported that eosinophils isolated from the lung of A. fumigatus-challenged mice express IL-17A as revealed by intracellular staining (29, 34, 35). This could mean that eosinophils secrete relatively small amounts of this cytokine or that unknown *in vivo* factors are required for IL-17A expression from eosinophils in this context. Based on our results, we selected four mediators that displayed a pronounced release (IL-4, IL-13, CCL3, and CCL4) and verified their secretion by enzyme-linked immunosorbent assay (ELISA) (Fig. 2C).

Besides cytokines and chemokines, lipid-derived mediators such as eicosanoids also play important roles during inflammation, and eosinophils are a potent cellular source of these factors (36). Thus, we examined the eicosanoid release pattern of A. fumigatus-stimulated eosinophils by mass spectrometry (Fig. 2D). Since A. fumigatus can also produce eicosanoids, we included an inactivated fungus control group to allocate the eicosanoid production to eosinophils and not the fungus (37). Compared to unstimulated eosinophils, GT stimulation promoted the release of the prostaglandins (PGs) D_2_, F_2_α and 8-iso-F_2_α, and thromboxane B_2_, as well as the leukotrienes (LTs) B_4_ and E_4_ from eosinophils. In contrast, conidia triggered only significant production of leukotrienes, though the concentrations were higher than in the GT-stimulated samples.

This indicated that conidial stimulation favored lipoxygenase (LOX) metabolite release, while GT stimulation, rather, promoted the synthesis of cyclooxygenase (COX) metabolites. We furthermore observed high concentrations of the oxidized linoleic acid metabolites 9-HODE (GT stimulation only) and 13-HODE (stimulation with both morphotypes). In addition, we performed reverse transcription-quantitative PCR (qRT-PCR) analysis for the gene transcripts of corresponding eicosanoid synthesis enzymes to investigate if A. fumigatus stimulation would induce their expression in eosinophils. However, we measured a consistent downregulation of all the respective transcripts, with the exception of *Ptgs2* (gene encoding COX-2), which was indeed upregulated in A. fumigatus-stimulated eosinophils (Fig. 2E). Thereby, it became obvious, that eicosanoid release from A. fumigatus-stimulated eosinophils was not necessarily reflected by transcriptional induction of their respective synthesis enzymes.

In summary, A. fumigatus strongly activates eosinophils, which in turn respond with release of proinflammatory cytokines, chemokines, and eicosanoids.

### Canonical TLR and CLR pathways are largely dispensable for eosinophil activation by A. fumigatus.

To further investigate the role of canonical TLR and CLR signaling for A. fumigatus-induced eosinophil activation, we generated BMDE from mice deficient for the TLR adaptors MYD88 or TRIF or from mice lacking the CLR signaling adaptor CARD9 and assessed their capacity to be activated by A. fumigatus. The absence of neither MYD88, TRIF, nor CARD9 caused significant impairment in the upregulation of CD11b or the downregulation of CD62L and CCR3 after stimulation with A. fumigatus compared to the corresponding wild-type (WT) control (Fig. 3A and B). To extend our understanding of the relevance of CLRs for A. fumigatus-mediated eosinophil activation, we additionally included the inhibitor R406, targeting SYK upstream of the CBM complex. However, also, SYK inhibition did not impair the A. fumigatus-triggered activation marker regulation on eosinophils (Fig. 3C and D). Thus, we could not identify a critical role for the central TLR and CLR signaling adaptors for regulation of the activation marker response of A. fumigatus-stimulated eosinophils. Similarly, MYD88, TRIF, and CARD9 were also dispensable for A. fumigatus-induced secretion of IL-4, IL-13, CCL3, and CCL4 from BMDE (Fig. 3E to G). The SYK inhibitor R406 significantly reduced the levels of all four mediators, but the effect was rather modest (Fig. 3H).

**FIG 3:**
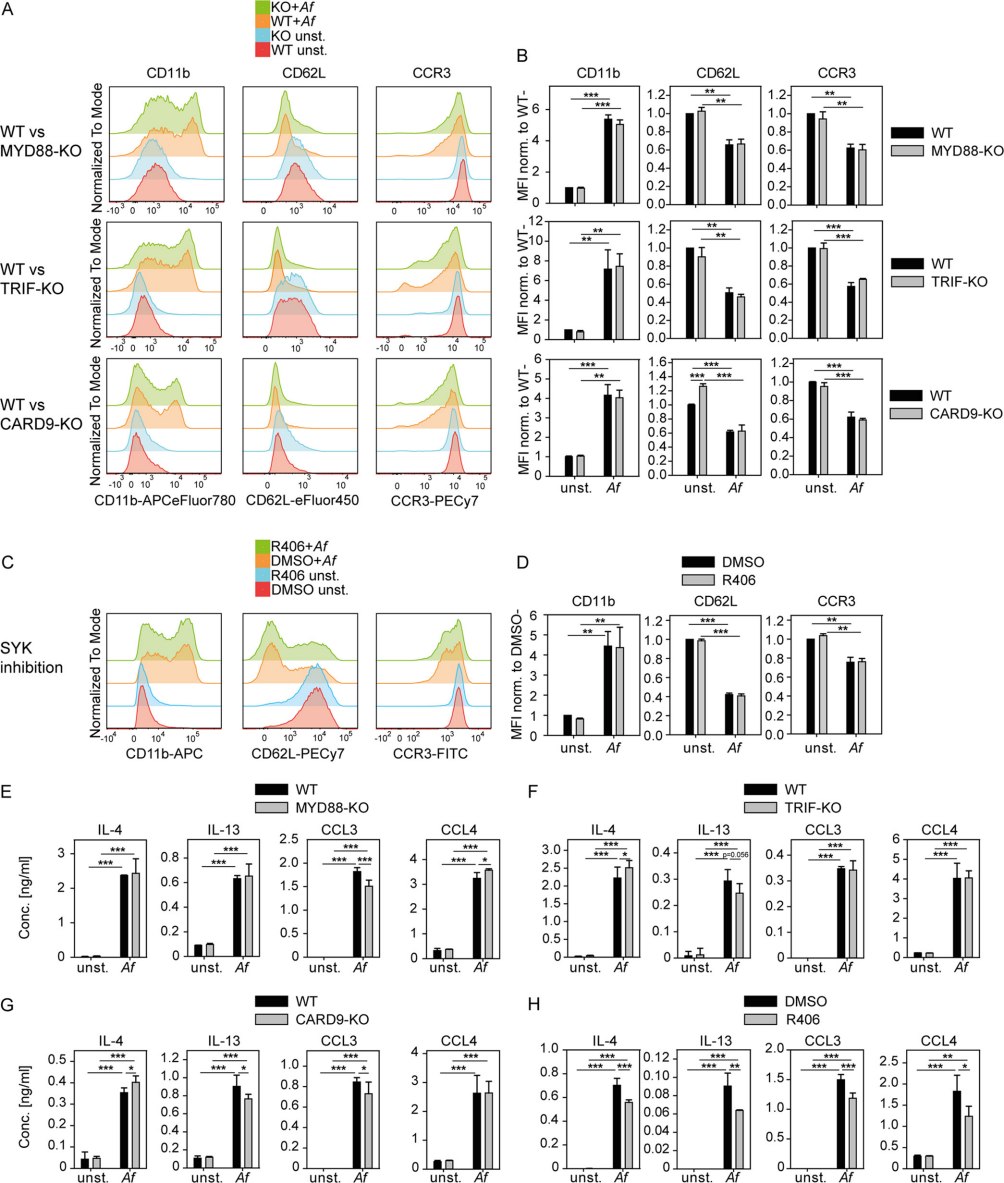
Canonical TLR and CLR signaling is dispensable for A. Fumigatus (*Af*)-triggered eosinophil activation. (A and B) C57BL/6 WT, MYD88-knockout (KO), TRIF-KO, and CARD9-KO BMDE were stimulated with A. fumigatus conidia for 5.5 h, and protein expression of selected activation markers was quantified by flow cytometry. (A) Representative histograms for indicated activation markers and genotypes of unstimulated and A. fumigatus conidium-stimulated eosinophils are shown. (B) Averaged mean fluorescence intensities (MFIs) of the indicated activation marker normalized to the unstimulated WT control of the corresponding experiment are shown. (C and D) WT BALB/c BMDE were pretreated with SYK inhibitor R406 (1 μM) or dimethyl sulfoxide (DMSO) solvent control 30 min before stimulation with A. fumigatus conidia and stained for the same markers as in panels A and B. (C) Representative histograms for indicated activation markers of SYK-inhibited and A. fumigatus conidium-stimulated BMDE, as well as corresponding unstimulated and DMSO controls are shown. (D) Averaged mean fluorescence intensities (MFIs) of the indicated activation marker normalized to the unstimulated DMSO control of the corresponding experiment are shown. (E to H) ELISA for the indicated cytokines in supernatants comparing unstimulated and A. fumigatus conidium-stimulated WT and KO BMDE for (E) MYD88, (F) TRIF, (G) CARD9, or BMDE pretreated with (H) SYK inhibitor R406 (1 μM) or DMSO solvent control. Inhibitor-treated BMDE were analyzed after 5.5 h of stimulation to prevent potential secondary inhibitor-related side effects. Bar graphs show the mean + SEM from pooled data of 2 to 4 biologically distinct eosinophil cultures per group, each implemented as the mean of technical triplicates (A to D) or the mean + SD of technical triplicates of one representative from (E) 3 to 4, (F) 2, (G) 2 to 5, or (H) 3 biologically distinct BMDE cultures per group. Statistical significance was determined by two-way ANOVA with Holm-Sidak *post hoc* testing. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

We therefore conclude that canonical TLR and CLR signaling is largely dispensable for activation of A. fumigatus-stimulated eosinophils.

### Cell adhesion of A. fumigatus is required for activation of eosinophils.

We next investigated whether a soluble, secreted factor from A. fumigatus would be sufficient to trigger the strong activation of eosinophils. Therefore, we compared the activation response of eosinophils exposed to either live conidia or A. fumigatus culture supernatant. None of the activation markers CD11b, CD62L, and CCR3 were significantly regulated by the culture supernatant (Fig. 4A and B). In line with this, the A. fumigatus culture supernatant did not induce cytokine and chemokine secretion from eosinophils (Fig. 4C). As this suggests that physical contact between fungus and eosinophil is indeed necessary for eosinophil activation, we next investigated the activation potential of fungal adherence mutants.

**FIG 4:**
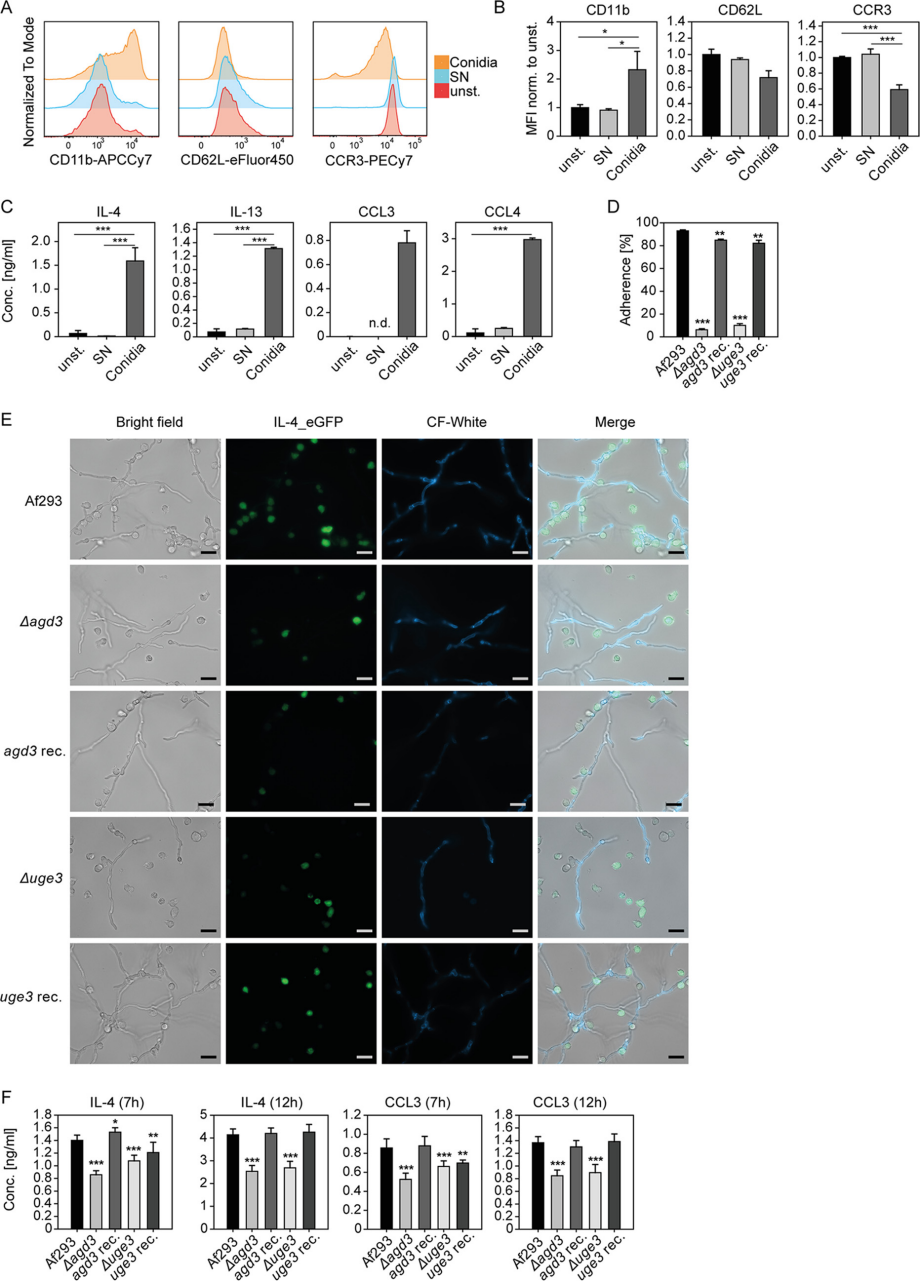
A. fumigatus-triggered activation requires adherence between eosinophils and the fungus. (A to C) C57BL/6 WT BMDE were stimulated with A. fumigatus culture supernatants (SNs) or conidia and subjected to flow cytometry and ELISA for activation measurements. (A) Representative histograms for indicated activation markers of unstimulated, SN-stimulated, or A. fumigatus conidium-stimulated eosinophils are shown. (B) Averaged mean fluorescence intensities (MFIs) of the indicated activation markers normalized to the unstimulated WT control of the corresponding experiment are shown. Data were pooled from 3 biologically distinct cultures of two experiments and are presented as the mean + SEM. (C) ELISAs for the indicated cytokines comparing unstimulated, SN-stimulated, and A. fumigatus conidium-stimulated eosinophils are shown. (D) Quantification of eosinophils attached to hyphae. (E) Exemplary microscopy pictures of BMDE cocultured with calcofluor (CF) white-stained A. fumigatus GAG mutant strains, on which the adherence quantification in panel D was based. Scale bars indicate 20 μm. (F) IL-4 and CCL3 concentrations in supernatants of the indicated cocultures. ELISA and adherence data are displayed as the mean + SD and are representative of 3 biologically distinct cultures per group. Significance was determined by one-way ANOVA and the Holm-Sidak *post hoc* test or Kruskal-Wallis and Dunn’s *post hoc* test, if normality or equal variance was not given. All groups were statistically compared against each other, apart from panels D and F, where all groups were compared to the Af293 A. fumigatus WT strain control group. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

The Δ*agd3* and Δ*uge3* strains both lack functional galactosaminogalactan (GAG), a fungal exopolysaccharide which serves as adhesion and virulence factor. Indeed, both mutants show impaired adherence to cell culture material and to eosinophils which could be restored by gene reconstitution (Fig. 4D and E). Interestingly, we observed significant reductions in the release of IL-4 and CCL3 when eosinophils were stimulated with the A. fumigatus strains lacking *agd3* and *uge3* compared to the nonmutant A. fumigatus strain (Fig. 4F). Reconstitution of these genes restored the eosinophil activation potential of these strains (Fig. 4F). However, neither purified GAG from A. fumigatus cultures (38) or beta-glucan-elicited eosinophil activation (Fig. S3) as deduced from unaltered expression levels of IL-4, IL-13, CCL3, and CCL4. This suggests that eosinophils require direct physical contact to the fungus for being activated, and GAG, beta-glucan, or undefined soluble A. fumigatus-derived factors are not sufficient.

10.1128/mbio.01239-22.3 FIG S3 BMDE are not activated by GAG or beta-glucan. Download FIG S3, PDF file, 0.2 MB. Copyright © 2022 Dietschmann et al. 2022 Dietschmann et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptional profiling reveals engagement of NF-κB and PI3K-mTOR pathways in A. fumigatus-stimulated eosinophils.

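Polyadenylated RNA of bone marrow-derived eosinophils (BMDE), which are eosinophils grown in culture from mouse bone marrow, was sequenced from 2 groups, BMDE alone (n = 3 libraries) and BMDE cocultured with A. fumigatus (n = 3 libraries). Conidia were grown for 5.5 h, and eosinophils were then added at a ratio of 2 conidia per eosinophil together with 10 ng/mL IL-5 for 6 h. The authors prepared stranded single-end libraries, mapped the reads to GRCm38 with STAR and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the program that counted the reads or its strand setting. The 3 libraries of BMDE alone held 95422250, 90198787 and 92885731 counts for cultures 4, 1 and 2, and those of the coculture held 82473651, 66976097 and 78801027 counts for cultures 1, 2 and 4, so each coculture library was smaller than each library of BMDE alone. Of the 55298 genes listed, 26900 had no count in any library and were removed, as in the paper, and no other filter on low counts was set. The paper tested the counts with DESeq2, which is an alternative here. The remaining 28398 genes were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, and an adjusted p below 0.05 was called a change. Normalized counts are TMM-scaled counts on the scale of the mean library, log2 fold changes are coculture over BMDE alone, and standard errors were derived from the F statistic. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so each call rests on the model fitted across genes. Libraries with the same culture number were taken as pairs, but the test set in advance has no term for them (a replicate block). Leaving out 1 library also breaks a pair. With a replicate block by culture number, 0 of the 62 genes tried one by one lost their call. Scaling by library total alone moved the median log2 fold change of all genes with a mean normalized count above 10 by -0.24 relative to TMM. This median was -0.08 with TMM and -0.32 with scaling by library total. A list median that changes sign with this scaling moves along with all genes.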

As we did not observe major activation defects by removing central elements of CLR and TLR signaling, and also, no secreted A. fumigatus ligand could be demonstrated to strongly activate eosinophils, we conducted an unbiased transcriptional profiling of A. fumigatus-stimulated BMDE with the goal to identify signaling pathways that could be involved in A. fumigatus-induced eosinophil activation. The 50 strongest induced genes in A. fumigatus-stimulated BMDE included factors that we had already identified by other methods, namely, *Ccl4*, *Ccl3*, *Cxcl1*, *Cxcl2*, and *Ptgs2*, rendering the RNAseq results a credible data set (Fig. 5B). In addition, mRNA expression of *Il13* and *Il4* was also strongly induced (Fig. 5A). 

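Among the 1491 genes that were higher in the coculture at an adjusted p below 0.05 and had a mean normalized count above 100, all 5 of these genes ranked within the first 50 by log2 fold change. Ccl4 (ENSMUSG00000018930.3), on chromosome 11 from 83662584 to 83664683 of GRCm38, ranked 2. It had 155 ± 78.0 normalized counts in BMDE alone (SD, n = 3) and 21123 ± 1009 in the coculture (SD, n = 3). Its log2 fold change was 7.09 (standard error 0.38, adjusted p = 1.79e-06 from edgeR's quasi-likelihood test). Cxcl1 (ENSMUSG00000029380.11), on chromosome 5 from 90891241 to 90893115, ranked 10 and rose from 34.8 ± 29.4 to 1769.8 ± 627 normalized counts (SD, n = 3 each). Ccl3 (ENSMUSG00000000982.5), on chromosome 11 from 83647844 to 83649355, ranked 11 and rose from 840.2 ± 518 to 42272 ± 7650.4 normalized counts (SD, n = 3 each). Cxcl2 (ENSMUSG00000058427.10), on chromosome 5 from 90903871 to 90905938, ranked 13 with a log2 fold change of 5.57 (standard error 0.69). Ptgs2 (ENSMUSG00000032487.8), on chromosome 1 from 150100031 to 150108227, ranked 14 with a log2 fold change of 5.50 (standard error 0.65). The adjusted p values were 4.22e-05 for Ccl3, 2.39e-04 for Cxcl1, 4.63e-04 for Cxcl2 and 3.29e-04 for Ptgs2 (edgeR). Under the alternatives tried, Ccl4 ranked between 2 and 4 and Ptgs2 between 6 and 17.

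**Figure D1:**
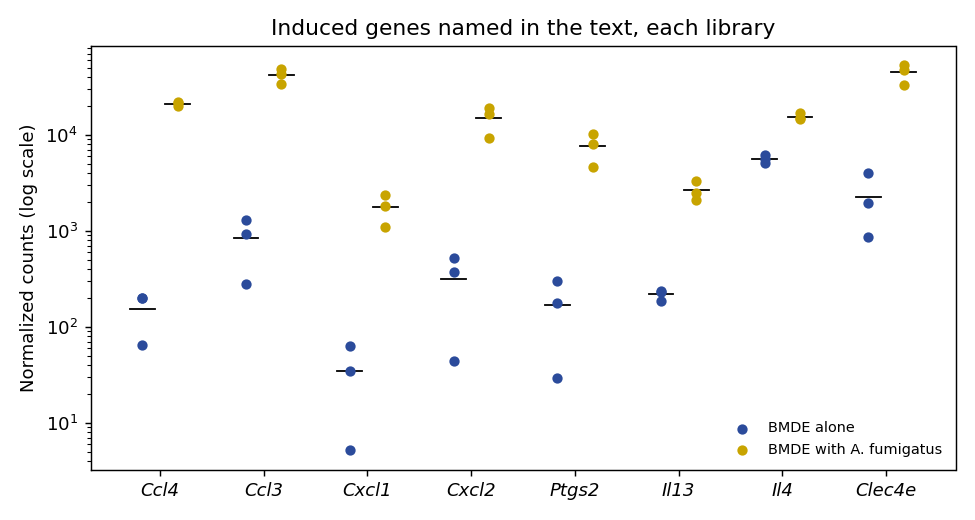
Normalized counts (log scale) of 8 genes in the 3 libraries of BMDE alone (blue) and the 3 coculture libraries (yellow), with each group's mean as a black line. Every coculture library lies above every library of BMDE alone for each of the 8 genes.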

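Il13 (ENSMUSG00000020383.1, chromosome 11 from 53631324 to 53634702 of GRCm38) had 219.8 ± 28.2 normalized counts in BMDE alone and 2649.8 ± 635 in the coculture (SD, n = 3 each). Its log2 fold change was 3.59 with a standard error of 0.21 (adjusted p = 3.13e-06, edgeR). Il4 (ENSMUSG00000000869.12, chromosome 11 from 53602982 to 53618669) started from a higher level, 5661 ± 525 normalized counts in BMDE alone, and reached 15536 ± 1135 in the coculture (SD, n = 3 each). This was a log2 fold change of 1.46 with a standard error of 0.11 (adjusted p = 2.27e-05, edgeR). Genes of basophils and mast cells were counted in these libraries too, and 9 such genes had a median log2 fold change of 0.71. This is the value of Tpsb2, which was not called (adjusted p = 0.766, edgeR). A wider list, completed after values had been seen, adds Hdc and Slc18a2. Its 12 genes with a mean normalized count above 100 had a median of 1.12. They ran from -1.40 for Kit to 4.26 for Slc18a2.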

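Clec4e (ENSMUSG00000030142.10), a C-type lectin receptor gene on chromosome 6 from 123281789 to 123289870 of GRCm38, had 2272 ± 1601 normalized counts in BMDE alone and 45004 ± 10306 in the coculture (SD, n = 3 each). The log2 fold change was 4.31 with a standard error of 0.47 (adjusted p = 2.21e-04, edgeR). Clec4n rose by 2.18 on the log2 scale (standard error 0.32, adjusted p = 0.00141, edgeR), and was no longer called without the BMDE alone library of culture 2 (adjusted p = 0.0602). Over all alternatives its adjusted p ran from 6.48e-10 to 0.0602. Clec4d was not called, with a log2 fold change of -0.10 (standard error 0.27, adjusted p = 0.848, edgeR) that ran from -0.34 to 0.28 over all alternatives. Clec7a, which encodes dectin-1, was lower in the coculture with a log2 fold change of -1.18 (standard error 0.32, adjusted p = 0.0332, edgeR). This call was lost with limma, with edgeR's filter on low counts, and when any single library other than the coculture library of culture 1 was left out (adjusted p = 0.0510 to 0.109). It was kept with a replicate block by culture number. Without the BMDE alone library of culture 1 the log2 fold change was -0.62, and over all alternatives the adjusted p ran from 1.71e-07 to 0.109.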

We further noticed strong upregulation of the CLR *Clec4e* (Mincle)—a receptor known to be involved in recognition of other fungi, such as *Candida* and *Malassezia*—within the A. fumigatus-stimulated eosinophils (9, 39). However, Mincle-deficient eosinophils were not impaired in their activation marker regulation or cytokine secretion after A. fumigatus stimulation (Fig. S4). 

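The hallmark sets were not used here. Instead, 11 short pathway lists, written by hand before the data were examined, were tested with camera (limma) at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. Several of the lists hold genes shown in Fig. 5, whose values had been seen there. In all, 9 lists were called, 4 when the correlation was estimated from the data and 10 with the rotation test fry. Splits of the 6 libraries that mixed BMDE alone with coculture called 4 to 6 lists. Each of their groups held unequal numbers of libraries of both conditions, so part of the coculture difference remains in them. Their calls are thus no measure of chance alone. The lists of the unfolded protein response, oxidative stress, p53 targets and apoptosis were called with camera and fry, and none of them was called with the estimated correlation. Of 23 unfolded protein response genes, 6 were higher and 1 lower, 8 were called adjusted over the list alone, and the median log2 fold change was 0.09 (adjusted p = 0.0274, camera). The list was not called without the BMDE alone library of culture 1 (adjusted p = 0.206) or the coculture library of culture 2 (adjusted p = 0.0607). In it, Ddit3 rose by 1.11 on the log2 scale (standard error 0.16), while the chaperone gene Hspa5 was not called at 0.01 (standard error 0.13), which became -0.22 with scaling by library total. Of 17 oxidative stress genes, 5 were called over all genes tested and 7 adjusted over the list alone, and the median was 0.16 (adjusted p = 0.0274, camera). Its call was lost without the BMDE alone library of culture 2 (adjusted p = 0.0610), the coculture library of culture 1 (adjusted p = 0.0515) or the coculture library of culture 2 (adjusted p = 0.110). Of 18 p53 targets, 7 were higher and 3 lower, 12 were called adjusted over the list alone, and the median was 0.21 (adjusted p = 0.0196, camera). That call was lost without the coculture library of culture 2 (adjusted p = 0.0534). Of 21 detected genes of the BCL2 family and of apoptosis, 6 were called over all genes tested and 12 adjusted over the list alone, and the median was 0.25 (adjusted p = 0.0286, camera). The call was lost with gene-permuting GSEA, with edgeR's filter on low counts and without the BMDE alone library of culture 1 (adjusted p = 0.126) or the coculture library of culture 2 (adjusted p = 0.0645). Across all alternatives the adjusted p of these lists ran from 0.00757 to 0.362, 0.00615 to 0.362, 1.10e-04 to 0.104 and 4.21e-04 to 0.126, in the order given. With scaling by library total the medians were -0.14, -0.08, -0.02 and 0.01, so that of the first 3 lists changed sign. Pmaip1 and Bcl2l11, which encode proapoptotic proteins, rose by 4.17 and 2.34 on the log2 scale (standard errors 0.19 and 0.18).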

We furthermore performed gene set enrichment analysis (GSEA) and among the top 15 hallmark sets found several stress-related sets enriched that were associated with inflammatory response, unfolded protein response, UV/reactive oxygen species (ROS)-related stress responses, and also apoptosis (Fig. 5C). 

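In the list of 22 genes of glucose transport and glycolysis, 19 were higher and 1 was lower in the coculture, both over all genes tested and adjusted over the list alone. The median log2 fold change was 2.09 (adjusted p = 7.95e-30 with camera and 0.0184 with the estimated correlation, the highest of a range from 1.31e-32 to 0.0184 over all alternatives). Among 739 Reactome sets with 15 to 500 tested genes, the glycolysis set of 31 genes ranked first (adjusted p = 3.25e-14 with camera and 0.00191 with fry, and 1.99e-15 to 0.809 over all alternatives). In total, 150 Reactome sets were called with camera, 69 of them also with fry in the same direction, and 1 split that mixed BMDE alone with coculture called 165. That split keeps part of the coculture difference, so its count is no measure of chance alone. With the estimated correlation camera called 0 Reactome sets, with 38 at an unadjusted p below 0.05, while fry called 148 and gene-permuting GSEA, the kind of test the paper used, 99. The set of the cellular response to hypoxia had 6 genes higher and 2 lower of 22, with a median of 0.16 (adjusted p = 0.0251, camera), and was not called without the BMDE alone library of culture 1 (adjusted p = 0.104) or the coculture library of culture 2 (adjusted p = 0.0740). Over all alternatives its adjusted p ran from 0.00212 to 0.834, and with scaling by library total its median was -0.08. Of 22 cholesterol synthesis genes, 6 were higher and 1 was lower, 8 were called adjusted over the list alone, and the median was 0.13 (adjusted p = 0.0459, camera). This call was lost with the estimated correlation, with gene-permuting GSEA, with edgeR's filter on low counts, and without the BMDE alone library of culture 4 (adjusted p = 0.0584), the BMDE alone library of culture 1 (adjusted p = 0.141) or the coculture library of culture 1 (adjusted p = 0.0851), and its adjusted p ran from 0.0288 to 0.417. Its median was -0.11 with scaling by library total.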

Another interesting aspect was the enrichment of metabolic gene sets, including hypoxia, glycolysis, and cholesterol homeostasis. 

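Of 28 NF-κB target genes, 25 were higher and 0 were lower in the coculture, over all genes tested and adjusted over the list alone, with a median log2 fold change of 1.79 (adjusted p = 1.02e-23 with camera and 0.0310 with the estimated correlation, the highest of a range from 4.61e-26 to 0.0310 over all alternatives). Of these genes, 9 are named in the paper for this experiment or shown in Fig. 5. Nfkbia, which encodes the NF-κB inhibitor IκBα, rose by 1.88 on the log2 scale (standard error 0.14, adjusted p = 1.61e-05, edgeR). Of 18 STAT3 and STAT5 target genes, 5 were higher and 4 lower, and 11 were called adjusted over the list alone. Their median was -0.07, while camera placed the list on the higher side without calling it (adjusted p = 0.346). Fry called it (adjusted p = 0.0206), and over all alternatives the adjusted p ran from 0.0206 to 0.527. The Reactome sets of interleukin-2 and interleukin-1 signaling had medians of 0.17 and 0.19 (adjusted p = 0.00112 and 0.00322, camera), and both were also called with fry. With scaling by library total both medians were negative, at -0.06 and -0.05.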

Enriched cytokine signaling sets comprised IL-2/STAT5, IL-6/STAT3 and, above all, TNF/NF-κB signaling. 

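The Reactome set of mTOR signaling, with 26 genes, had 4 higher and 1 lower in the coculture and a median log2 fold change of 0.02, or -0.22 with scaling by library total (adjusted p = 0.621, camera). No alternative called it, with an adjusted p from 0.332 to 0.897. Of 85 genes in the set of PI3K-AKT activation, 14 were higher and 6 lower, and the median was -0.06, although camera and fry placed the set on the higher side. It was not called with camera (adjusted p = 0.549) but was called with fry (adjusted p = 0.0332), and over all alternatives the adjusted p ran from 0.0332 to 0.834. These sets hold the components of the pathways, not the transcripts that the pathways induce.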

GSEA further revealed a hallmark gene set related to intracellular mammalian target of rapamycin (mTOR) complex 1 (mTORC1) signaling, as well as another set driven by phosphatidylinositol 3-kinase (PI3K)-AKT-mTOR. 

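Of 26 HIF-1 target genes, 22 were higher in the coculture over all genes tested and 23 adjusted over the list alone, and none was lower. The median log2 fold change was 2.59 (adjusted p = 1.51e-34 with camera and 0.0118 with the estimated correlation, the highest of a range from 4.44e-39 to 0.0118 over all alternatives). The list shares 6 genes with other lists, and 8 of its genes are named in the paper for this experiment or shown in Fig. 5. Ankrd37 (ENSMUSG00000050914.16, chromosome 8 from 45996902 to 46005707 of GRCm38) rose by 6.59 on the log2 scale (standard error 0.27), Bnip3 by 5.27 (standard error 0.22) and Egln3 by 4.48 (standard error 0.16). Hif1a itself, chosen after its values were seen, was lower with a log2 fold change of -0.46 (standard error 0.12, adjusted p = 0.0270, edgeR), and this call was lost with any 1 library left out (adjusted p = 0.0573 to 0.104), with relative log expression factors and with a replicate block by title number. Over all alternatives its adjusted p ran from 1.94e-04 to 0.104. Of 11 AP-1 members, 8 were higher over all genes tested and 10 adjusted over the list alone, and none was lower (adjusted p = 2.42e-11 with camera and 0.0118 with the estimated correlation, the highest of a range from 3.86e-12 to 0.0118). Their log2 fold changes ran from 0.16 for Batf to 6.23 for Fosl1. Jun rose by 0.68 (standard error 0.26) without being called (adjusted p = 0.114, edgeR). It was called with DESeq2, with a replicate block by culture number and without the BMDE alone library of culture 1 (adjusted p = 0.00326), and over all alternatives its adjusted p ran from 5.00e-04 to 0.414.

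**Figure D2:**
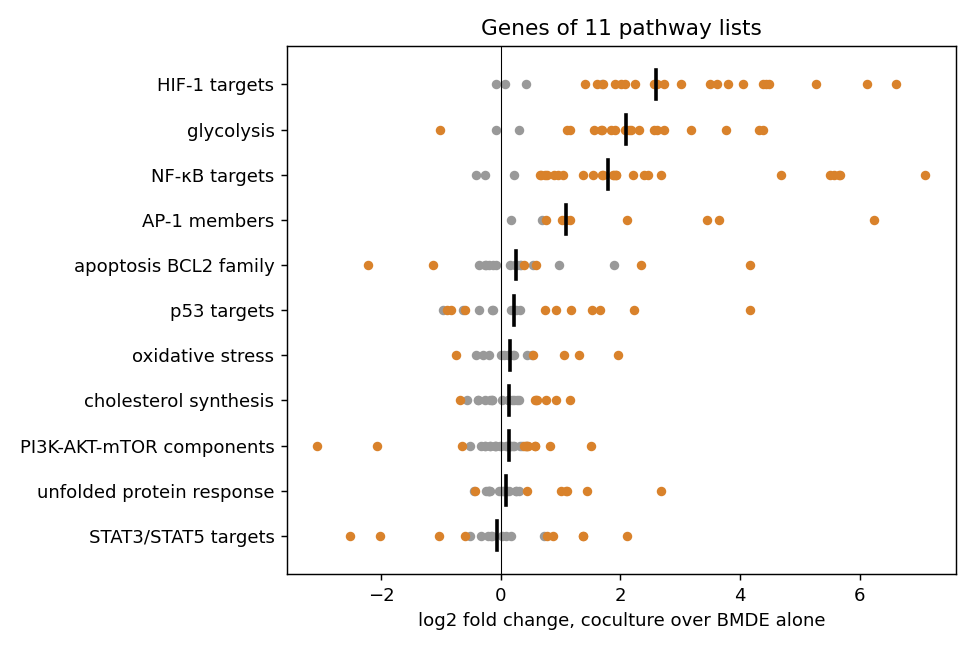
The log2 fold change (coculture over BMDE alone) of each gene in 11 pathway lists, orange where the adjusted p was below 0.05 and gray where it was not, with each list's median as a black line. The medians of HIF-1 targets (2.59), glycolysis (2.09) and NF-κB targets (1.79) lie farthest to the right, and those of the 7 lists other than these and AP-1 members lie between -0.07 and 0.25. With scaling by library total, 5 of these 7 medians change sign.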

The transcription factor database revealed strong enrichment of NF-κB-controlled transcripts, as well as downstream genes of AP-1 factors and hypoxia inducible factor 1α (HIF-1α) (Fig. 5D). To examine if genes differently expressed in A. fumigatus-stimulated eosinophils have potential relevance in the human system, we used human orthologues of our murine data set to perform GSEA against the Side Effect Resource (SIDER) database loaded from GeneSetDB (40, 41). This lists gene names for proteins likely targeted by a drug with a side effect. Gene names associated with the same side effects are then combined to specific gene sets. We found “oral candidiasis” as the top gene set associated with expression changes due to A. fumigatus infection (*P* value < 0.001, false-discovery rate [FDR] < 0.001, normalized enrichment score: −2.23) (Fig. 5E). This highlights that our *in vitro* model resembles a change in genes relevant in fungal-triggered human disease.

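The SIDER sets were not used here, and only the mouse genes that Fig. 5E shows were examined. All 35 had counts, and 24 had a mean normalized count above 100. At an adjusted p below 0.05 over all genes tested (edgeR), 13 were higher and 5 lower in the coculture, and 17 were not called. Adjusted over the list alone, 13 were higher and 6 lower, which is not independent evidence, since the paper chose this set of genes on these libraries. The median log2 fold change was 0.09, or 0.05 without Cyp2e1 and Vtn, which had no count in BMDE alone and at most 3 in the coculture, and with Hoxb7, which had no count in the coculture, at the bound that 3 counts over the group allow. With scaling by library total it was -0.14. After Ptgs2, the largest rise among the called genes was that of Vegfa, by 3.50 on the log2 scale (standard error 0.37, adjusted p = 1.48e-04, edgeR). Il18 fell by 2.10 on the log2 scale (standard error 0.47, adjusted p = 0.0138, edgeR), from 45.1 ± 18.4 to 10.4 ± 1.79 normalized counts (SD, n = 3 each). It was not called without the BMDE alone library of culture 1 (adjusted p = 0.0702), and over all alternatives its adjusted p ran from 6.73e-04 to 0.0702.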

**FIG 5:**
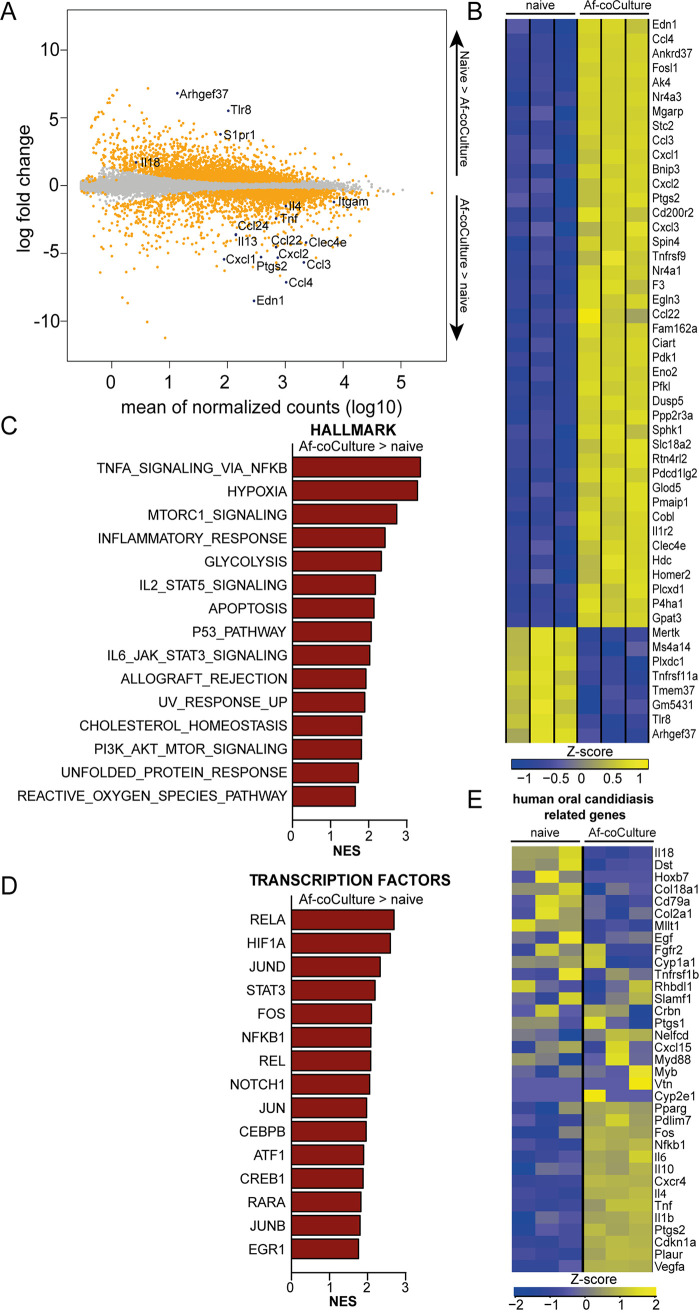
Transcriptional profiling of A. fumigatus-stimulated BMDE reveals enrichment of NF-κB and AKT-mTOR-related pathways. RNAseq and differential expression analysis between eosinophils and A. fumigatus-stimulated eosinophils. (A) MA plot with custom-selected genes highlighted. Significant genes are depicted in orange (adjusted *P* value [*P*_adj_] < 0.05), nonsignificant genes in gray and custom-highlighted in blue. (B) Top 50 differentially expressed genes based on fold change (cutoffs: *P*_adj_ < 0.05; base mean > 100). (C and D) Gene set enrichment analysis of (C) hallmark gene sets or (D) transcription factor gene sets. Shown are the top 15 sets based on normalized enrichment score (NES), all with an FDR of <0.05. (E) Heatmap of murine genes that are homologous for human genes associated with fungus-triggered disease (oral candidiasis gene set of SIDER collection). *n* = 3 biological replicates.

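Of the 28398 genes tested with edgeR, 4115 changed, 1847 of them higher and 2268 lower in the coculture. The share of changed genes that were higher depended on the scaling, at 44.9% after TMM and 22.4% after scaling by library total alone. No gene was called in opposite directions under both scalings. A replicate block by culture number moved the count most among the alternatives with all libraries and the same null hypothesis, to 7639. With DESeq2, which the paper used, 5291 genes changed, and with edgeR's filter on low counts 4527. Without the BMDE alone library of culture 2 the count was 1855, and without the BMDE alone library of culture 4 it was 2575. The number of lower genes was 845 and 1288 without these libraries, 1488 without the BMDE alone library of culture 1 and 1355 without the coculture library of culture 4, and that of higher genes was 1010 without the BMDE alone library of culture 2. Edn1 (ENSMUSG00000021367.8, chromosome 13 from 42301476 to 42307990 of GRCm38) had the largest rise among genes with a mean normalized count above 100, with a log2 fold change of 8.73 (standard error 0.71, adjusted p = 3.19e-05, edgeR). Its BMDE alone libraries held 41, 6 and 2 counts for cultures 4, 1 and 2, and without the BMDE alone library of culture 4 the log2 fold change was 10.70. Arhgef37 had the largest fall among such genes, with a log2 fold change of -7.34 (standard error 0.95, adjusted p = 6.30e-04, edgeR), and its coculture libraries held 0, 3 and 1 counts for cultures 1, 2 and 4. Its log2 fold change was -6.71 without the coculture library of culture 1 and -8.71 without the coculture library of culture 2.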

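All 42 induced and 8 reduced genes shown in Fig. 5B were called in the same direction with edgeR and had a mean normalized count above 100. Their log2 fold changes ran from 4.05 to 8.73 for the induced genes and from -7.34 to -4.24 for the reduced genes. The same cutoffs left 3327 genes to rank. The 50 with the largest absolute log2 fold change were 39 induced and 11 reduced genes, and 43 of them are shown in Fig. 5B. Tlr8 was among the reduced genes, from 2157 ± 822 normalized counts in BMDE alone to 43.7 ± 14.6 in the coculture (SD, n = 3 each).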

10.1128/mbio.01239-22.4 FIG S4 The C-type lectin Mincle is dispensable for the initial activation of BMDE. Download FIG S4, PDF file, 0.3 MB. Copyright © 2022 Dietschmann et al. 2022 Dietschmann et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### PI3K inhibition prevents eosinophil activation by A. fumigatus.

Many of the enriched gene sets (e.g., mTOR, HIF-1α, NF-κB, glycolysis) share a potential upstream signaling regulator: PI3K (42, 43). 

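The transcripts of 33 genes for PI3K subunits, AKT, mTOR complex proteins and their regulators were examined as a list. Over all genes tested 8 were higher and 3 lower in the coculture, and 13 were called adjusted over the list alone. Their median log2 fold change was 0.13 and their mean -0.01, which differ in sign, and the median was -0.11 with scaling by library total. The list was not called (adjusted p = 0.0705, camera). It was called with a replicate block by culture number (adjusted p = 0.0487) and without the BMDE alone library of culture 2 (adjusted p = 0.0262) or the coculture library of culture 1 (adjusted p = 0.00782), and over all alternatives the adjusted p ran from 0.00782 to 0.549. Pik3cb, for a catalytic subunit, rose by 0.83 on the log2 scale (standard error 0.10, adjusted p = 4.66e-04, edgeR). Eif4ebp1, for a substrate of mTOR, rose from 3868 ± 706 to 10976 ± 1966 normalized counts (SD, n = 3 each). Deptor, for an inhibitor of mTOR, fell by 3.06 on the log2 scale (standard error 0.35, adjusted p = 2.69e-04, edgeR). Pik3r3, for a regulatory subunit, fell by 2.07 (standard error 0.46, adjusted p = 0.0127, edgeR). It was not called without the BMDE alone library of culture 2 (adjusted p = 0.0995), the coculture library of culture 1 (adjusted p = 0.0512) or the coculture library of culture 4 (adjusted p = 0.0511), and over all alternatives its adjusted p ran from 5.19e-06 to 0.0995. Counts of transcripts do not measure kinase activity. From the enriched sets, the paper proposes PI3K as a shared upstream regulator.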

As we observed in parallel that stimulation with A. fumigatus increased the phosphorylation of AKT in BMDE (Fig. S5), we decided to examine the relevance of the PI3K pathway in eosinophil activation by A. fumigatus. Therefore, we preincubated BMDE with the widely used PI3K inhibitors LY294002 and Wortmannin and then stimulated them with A. fumigatus. Both inhibitors did not significantly affect eosinophil viability (Fig. S2C) but impaired the A. fumigatus-induced change of CD11b, CD62L, and CCR3 expression levels on BMDE (Fig. 6A and B). This effect could be confirmed with primary eosinophils isolated from the lung of mice after repeated administration of 2 × 10^6^ live A. fumigatus conidia (Fig. 6D and E) and with human eosinophils isolated from peripheral blood (Fig. 6G and H and Fig. S2A). In addition, PI3K inhibition caused profound abrogation of the A. fumigatus-induced release of IL-4, IL-13, CCL3, and CCL4 from BMDE and *ex vivo* isolated eosinophils (Fig. 6C and F). These results demonstrate that the PI3K signaling pathway is a critical organizer of eosinophil activation in direct response to the fungal pathogen A. fumigatus.

**FIG 6:**
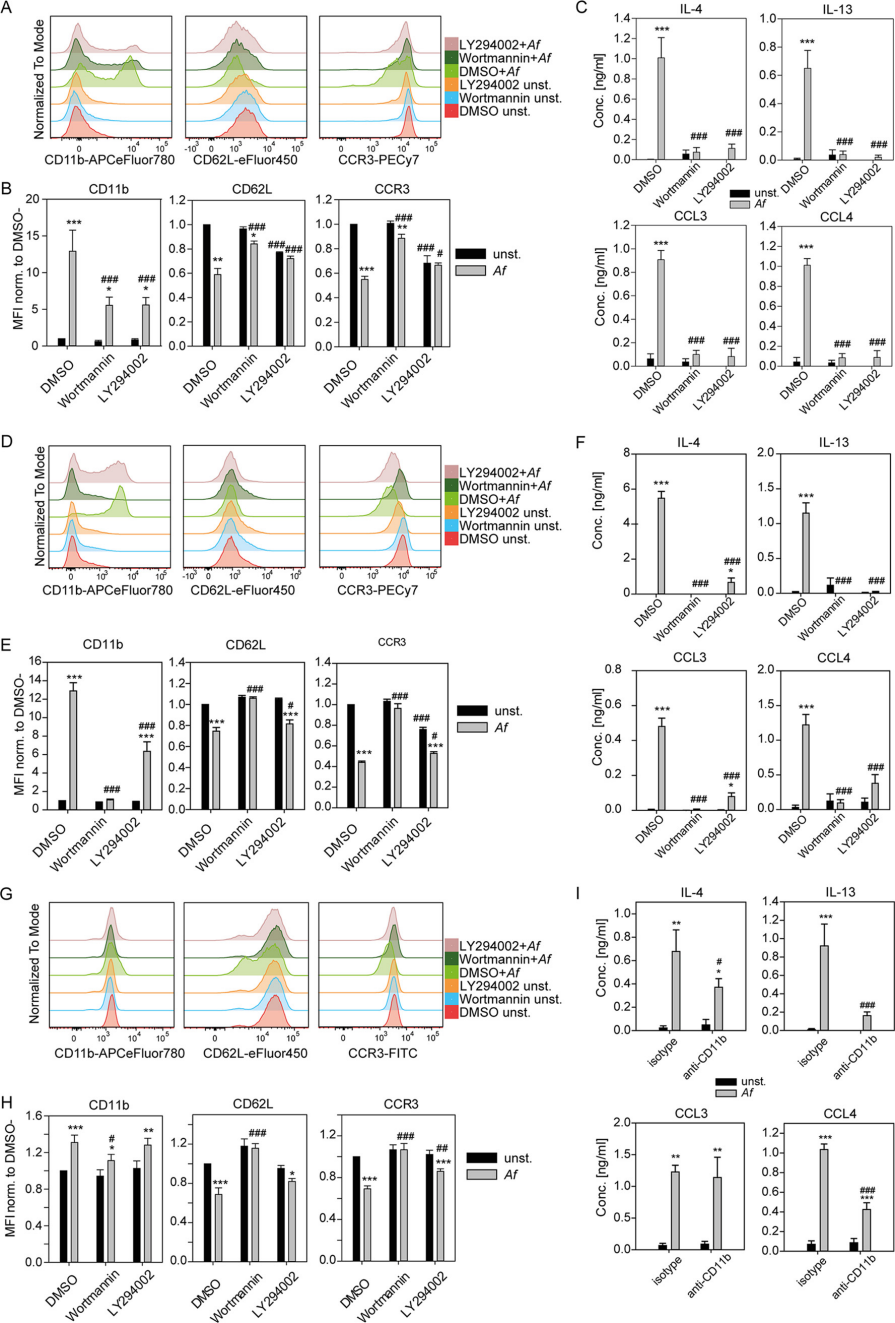
Inhibition of PI3K abrogates A. fumigatus-mediated eosinophil activation. (A to C) WT BALB/c BMDE were pretreated with 0.2 μM wortmannin, 50 μM LY294002, or DMSO solvent control 60 min prior to stimulation with A. fumigatus conidia for 5.5 h and followed by flow cytometry of the cells and ELISA measurements from the coculture supernatant. (A) Representative histograms for indicated activation markers of PI3K-inhibited and A. fumigatus conidium-stimulated eosinophils, as well as corresponding unstimulated and DMSO-controls are shown. (B) Averaged mean fluorescence intensities (MFIs) of the indicated activation marker normalized to the unstimulated DMSO control of the corresponding experiment. Bar graphs show the mean + SEM from pooled data of eight biologically distinct cultures per group from three experiments. (C) ELISA for the indicated cytokines from BMDE coculture supernatants of PI3K-inhibited A. fumigatus conidium-stimulated eosinophils, as well as corresponding uninhibited DMSO-controls are shown. Bar graphs show the mean + SEM of six biologically distinct cultures from two experiments. (D to F) Eosinophils were sorted on day 17 from the BAL fluid of repetitively i.n. A. fumigatus-treated mice, PI3K-inhibited, and A. fumigatus conidium-stimulated *ex vivo* similar to murine BMDE. (D) Representative histograms for indicated activation markers of PI3K-inhibited or DMSO control and unstimulated or A. fumigatus conidium-stimulated eosinophils from flow cytometry analysis are shown. (E) MFIs of the indicated activation marker on *ex vivo* stimulated murine BAL fluid eosinophils normalized to the respective unstimulated DMSO control. (F) ELISA for the indicated cytokines from coculture supernatants of PI3K-inhibited and A. fumigatus conidium-stimulated sorted BAL fluid eosinophils and corresponding DMSO controls are shown. Bar graphs show the mean + SEM of BAL fluid eosinophils sorted from seven mice in two experiments, stimulated individually. (G) Representative histograms for the indicated activation marker on human eosinophils. Human eosinophils were PI3K-inhibited and A. fumigatus conidium-stimulated similar to murine BMDE. (H) MFIs of the indicated activation marker on human eosinophils normalized to the unstimulated DMSO control of the respective donor. Bar graphs show the mean + SEM from pooled data of five biologically distinct human donors per group from three experiments. (I) ELISA for the indicated cytokines from BMDE coculture supernatants of CD11b-blocked (clone 2LPM19c) A. fumigatus conidium-stimulated eosinophils as well as the respective isotype control (clone P3.6.8.2.1) are shown. Bar graphs show the mean + SEM of six biologically distinct cultures from two experiments. Statistical significance was determined by two-way repeated ANOVA with Holm-Sidak *post hoc* testing. *, significant differences between naive and A. fumigatus-stimulated cells in the same treatment group; #, significant differences between the respective treatment group and DMSO control; * or #, *P* < 0.05; ** or ##, *P* < 0.01; *** or ###, *P* < 0.001.

10.1128/mbio.01239-22.5 FIG S5 A. fumigatus stimulation triggers phosphorylation of AKT in BMDE. Download FIG S5, PDF file, 0.3 MB. Copyright © 2022 Dietschmann et al. 2022 Dietschmann et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We further investigated whether CD11b is required for A. fumigatus-induced eosinophil activation, as it has been previously shown that human eosinophils use this receptor for recognition of the fungus Alternaria alternata (22) and that integrins can activate the PI3K pathway (44). Using a blocking antibody against CD11b during A. fumigatus-eosinophil coculture significantly reduced the secretion of IL-4, IL-13, and CCL4, while CCL3 secretion and viability remained unaffected (Fig. 6I and Fig. S2D). This indicates that CD11b is at least one surface molecule on eosinophils involved in A. fumigatus-induced cytokine and chemokine secretion.

## DISCUSSION

We have shown here that eosinophils get activated upon recognition of A. fumigatus and can cause severe pathology in the lung. This result basically confirms a previous report where it has been shown that eosinophils are required for A. fumigatus-induced fatal lung damage (34). However, others have demonstrated that eosinophils can also play a beneficial role and kill the fungus in the lung (29). We observed no reduction in fungal burden in the lung of IL-5tg compared to wild-type mice. This suggests that the detrimental outcome of A. fumigatus-challenged IL-5tg mice is caused by eosinophil-mediated tissue damage rather than invasive aspergillosis. A. fumigatus-activated eosinophils respond with a pronounced release of cytokines, chemokines, and eicosanoids, as well as changes in surface marker expression levels. Among the most prominently upregulated factors were IL-4, IL-13, IL-18, CCL3, CCL4, thromboxane, PGD_2_, and oxidized linoleic acid metabolites, while we observed the strongest A. fumigatus-mediated activation marker regulation for CD11b, CD62L, and CCR3. The activation response required direct contact between fungus and eosinophils, as neither A. fumigatus culture supernatants nor A. fumigatus mutants with impaired attachment were able to induce a considerable amount of eosinophil activation. Thus, in particular, in a scenario where eosinophils come into direct contact with the fungus, their release of cytokines, chemokines, and lipid mediators in addition to toxic proteins stored in intracellular granules promotes tissue damage and exacerbates allergic inflammation (26, 45, 46).

Unexpectedly, eosinophil activation was in major parts not relying on canonical downstream signaling of TLRs or CLRs. This is in considerable contrast to observations of fungal recognition by other immune cell types such as macrophages and dendritic cells (DCs), on which most of our knowledge of fungal recognition is based (16, 47, 48). Transcriptional profiling of A. fumigatus-stimulated eosinophils instead revealed an enrichment of regulated genes related to PI3K-AKT-mTOR signaling. Pharmacological intervention within this pathway by using PI3K small-molecule inhibitors indeed abrogated the majority of A. fumigatus-triggered eosinophil activation patterns. Other publications describe activation of PI3K in pattern recognition receptor (PRR) signaling as well. A. fumigatus has been found to induce phosphorylation of AKT in DCs *in vivo*, but downstream of MYD88 (49). Similarly, the adaptor B-cell adapter for PI3K (BCAP) has been described to translate TLR and IL-1 signals into PI3K activation; however, this also required MYD88 (50, 51). Of note, as an exception to this, one study reported MYD88-independent PI3K activation in IL-1β stimulated neurons, rather fitting to our results (52). PI3K has also been implicated in signaling of CLRs such as Dectins or Mincle or Fc receptors, but downstream of SYK (53–57). Our data with Mincle-deficient eosinophils demonstrate that this receptor is not involved in A. fumigatus recognition by eosinophils, although its mRNA expression is strongly induced. The distinctly superior role of PI3K over SYK in our setup renders the CLR-SYK-PI3K-axis unlikely as the sole activation route and, rather, suggests the involvement of PI3K on more than one level for the entire eosinophil activation process. This includes the PI3K-regulated release of extracellular DNA traps from A. fumigatus-stimulated human eosinophils (58). As we observed regulation of several metabolism genes in our transcriptome data, particularly ones related to glycolysis, it appears plausible that PI3K further promotes a metabolic switch via AKT, mTOR and HIF-1α to provide sufficient energy for the full inflammatory response. 

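Along glycolysis, Slc2a1 (ENSMUSG00000028645.11, chromosome 4 from 119108711 to 119137983 of GRCm38), for a glucose transporter, rose from 9679.7 ± 770.4 to 64030.1 ± 9689.5 normalized counts (SD, n = 3 each). Pfkl, for the liver-type phosphofructokinase, rose by 4.31 on the log2 scale (standard error 0.13, adjusted p = 8.48e-08, edgeR), Tpi1 by 3.77 (standard error 0.14) and Ldha, for lactate dehydrogenase A, by 2.56 (standard error 0.13). The muscle-type Pfkm was not called, with a log2 fold change of 0.31 (standard error 0.23, adjusted p = 0.449, edgeR). Hk3 was lower, with a log2 fold change of -1.01 (standard error 0.29, adjusted p = 0.0412, edgeR). That call was lost with limma, with both filters on low counts, and when any single library other than the coculture library of culture 2 was left out (adjusted p = 0.0517 to 0.195). It was kept with a replicate block by culture number. Over all alternatives its adjusted p ran from 1.44e-06 to 0.195.

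**Figure D3:**
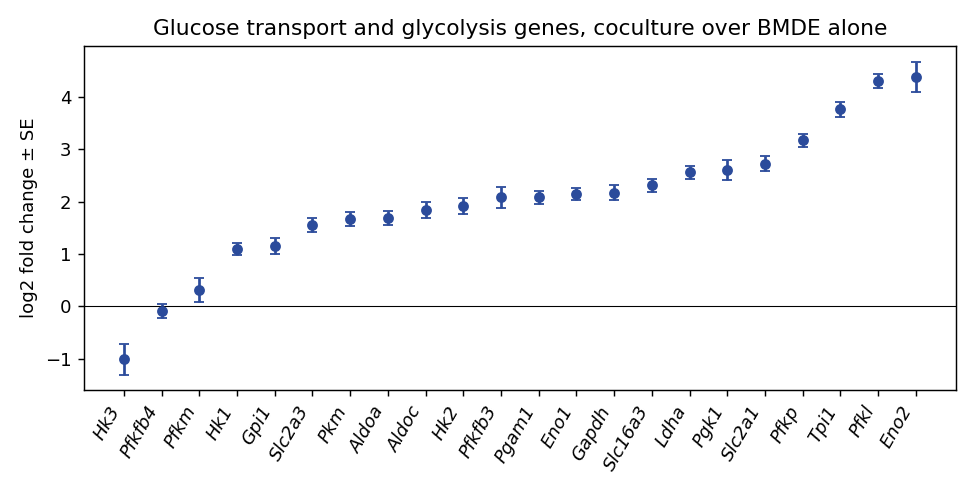
The log2 fold change (coculture over BMDE alone) of 22 genes of glucose transport and glycolysis, with bars for the standard error (n = 3 libraries per group). The values run from -1.01 for Hk3 to 4.38 for Eno2.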

In support of this interpretation, it has been shown that fungal melanin sequesters calcium inside phagosomes of macrophages and drives metabolic reprogramming toward glycolysis by an mTOR- and HIF-1a-dependent mechanism (59). This metabolic switch has also been revealed to be involved in the setting of trained immunity and raises metabolic regulation of A. fumigatus-stimulated eosinophils as an interesting aspect for future investigations (42).

PI3K is, furthermore, involved in chemotactic movement and in granulocytes (60–62). As we observed a strong dependency on the adherence between immune cells and fungal elements for eosinophil activation, PI3K signaling might also be required for efficient establishment of cell-cell contact to the fungus. In return, expression of the exopolysaccharide GAG from the fungus appears to be critical for cell adhesion and eosinophil activation. This is an interesting observation, as GAG is commonly seen as an important fungal virulence factor of A. fumigatus (63). Interestingly, GAG has been shown to mask other fungal PAMPs, such as beta-glucans, as A. fumigatus-stimulated DCs were shown to be more activated through Dectin-1, in the absence of GAG (64). It is also required as an adhesin to epithelial cells, very much in line with our adherence data from eosinophil cocultures (64). However, neither GAG nor beta-glucan directly activated eosinophils in our culture system.

The CD11b/CD18 integrin is a likely candidate for an A. fumigatus-activated receptor on eosinophils which may operate to enhance the PI3K-mediated activation. CD11b has been shown on human eosinophils to bind beta-glucans (22) and dimerizes with CD18, which has been described as having signaling capacity via SYK (65, 66). Furthermore, intracellular integrin signaling can also commonly induce the activation of PI3K, closing the circle to the crucial signaling hub molecule for eosinophil activation that we describe here (44). Indeed, we could show here that anti-CD11b blockade significantly reduced the secretion of IL-4, IL-13, and CCL4 from A. fumigatus-stimulated BMDE. PI3K inhibitors have already been experimentally used to counteract symptoms of respiratory allergy, including eosinophilia (67). Our data further indicate that it is possible to interfere with fungus-triggered eosinophil activation using PI3K inhibitors. Future investigations with a focus on A. fumigatus-induced activation of the PI3K pathway in eosinophils could ultimately lead to development of more specific therapeutic approaches for treatment of fungus-induced chronic eosinophil-associated inflammation such as ABPA. Further research is now required to identify the critical ligand-receptor interactions between A. fumigatus and eosinophils from ABPA patients, which would allow for more specific therapeutic interventions. In addition, extending our study to other allergenic environmental fungi could help to identify a common principle of fungal recognition by eosinophils.

## MATERIALS AND METHODS

### Source of bone marrow from different knockout mice.

Mice deficient for *Myd88*, *Ticam1* (TRIF), *Card9*, and *Clec4e* (Mincle) on a C57BL/6 background have been described before and were used as the source for bone marrow (9, 11, 16, 68–70). All mice were kept under specific-pathogen-free (SPF) conditions. Experiments were performed with permission from local authorities at the government of Lower Franconia, Germany.

### Mouse infections.

WT and interleukin-5-transgenic (IL-5tg) (33) mice crossed to IL-4eGFP reporter mice (4get mice) (71) on a BALB/c background were intranasally (i.n.) infected with 4 × 10^7^ ATCC 46645 A. fumigatus conidia to assess fungal burden and numbers of immune cells, erythrocytes, and cytokines in the bronchoalveolar lavage (BAL) fluid 24 h postinfection. BAL fluid was collected by carefully flushing the lungs with 2 × 1 mL of phosphate-buffered saline (PBS) and 0.1 mM EDTA. For analysis of whole lung, lungs were perfused with 8 mL of PBS, and individual lobes were collected separately for flow cytometry, CFU, histology, and RNA. Alternatively, 10^8^ conidia of the virulent A. fumigatus strain CEA10 were applied i.n. to study eosinophil-related mortality. Mice that were suffering from more than 20% body weight loss during these experiments were removed from the study and counted as dead.

### Lung histology.

One lobe of the lung was fixed in 4% paraformaldehyde (PFA) at 4°C overnight. Fixed lungs were dehydrated and embedded in paraffin. Samples were cut with a microtome (Thermo Fisher Scientific) into 2-μm sections, collected onto glass slides and dried overnight at 37°C. Sections were rehydrated in xylol-ethanol row and distilled water. Staining of fungal spores was performed via Grocott’s staining for fungi according to the kit protocol (Morphisto, Offenbach am Main, Germany). After staining, sections were dehydrated with an ethanol-isopropanol-xylol row and embedded in Entellan.

### Generation of bone marrow-derived eosinophils (BMDE).

Mouse bone marrow cells from femurs and tibiae were subjected to red blood cell (RBC) lysis and adjusted to 10^6^/mL in bone marrow medium (BMM) containing 20% fetal calf serum (FCS), 1% nonessential amino acids, 2 mM l-glutamine, 1 mM sodium pyruvate, 100 IU/mL penicillin and 100 μg/mL streptomycin, 19.25 μM 2-mercaptoethanol (all Thermo Fisher Scientific, Waltham, MA) and 25 mM HEPES (Carl Roth, Karlsruhe, Germany) in RPMI 1640 (PAN-Biotech, Aidenbach, Germany). For the first 4 days recombinant mouse stem cell factor (SCF) and FLT3L (PeproTech, Rocky Hill, NJ) were added to the culture (both 100 ng/mL) and afterward replaced by recombinant mouse IL-5 (R&D Systems, Minneapolis, MN) (10 ng/mL) until day 14, with medium including fresh cytokine exchanged by half every 2 days from day 4 on. On day 14 eosinophil culture purity was usually above 90%, assessed by expression of SIGLEC-F and measured via flow cytometry. Bone marrow cells of BALB/c mice were used in all experiments, unless knockout mice with a C57BL/6 background were included in an experimental setup. In this case, accordingly, C57BL/6 WT mice were used as the corresponding control.

### Isolation of human eosinophils.

With approval by the ethics committee of the Faculty of Medicine at the Friedrich-Alexander Universität Erlangen-Nürnberg (FAU) (no. 224_14B) and informed consent, about 50 mL peripheral blood of healthy donors was diluted 1:1 with PBS and subjected to density gradient centrifugation with Biocoll (1.077 g/mL; Bio&SELL) at 1, 000 × *g* for 30 min at room temperature. Supernatant was discarded, and the pellet was subjected twice to red blood cell lysis (15 min and 10 min) in hypotonic lysis buffer (155 mM NH_4_CL, 10 mM KHCO_3_ in H_2_O) on ice. Eosinophils were isolated with the human eosinophil isolation kit (Miltenyi Biotec) according to the manufacturer’s instructions. Purity of the isolated eosinophils (Siglec-8+) was always above 88%.

### Fungal culture.

Aspergillus fumigatus strains were cultured on Aspergillus minimal medium (AMM) (72) for 3 days in the dark at 37°C and afterward washed from the plates with 0.002% Tween 20 in 0.9% NaCl solution (NaCl-Tween) using a swab. Residual hyphal elements were removed by filtration through a 40-μm cell strainer (Corning, Corning, NY). Conidial concentrations were quantified microscopically in a Neubauer improved counting chamber. GTs were generated by growing conidia for 5.5 h in BMM at 37°C and 5% CO_2_. A. fumigatus culture supernatants were generated by 24 h of incubation of 2.5 × 10^6^ conidia/mL in BMM, followed by sterile filtration. In some experiments, conidia and GTs were inactivated by fixation in 4% PFA overnight. The ATCC 46645 WT strain was used in all experiments. As an exception, the Af293 WT was used as a control for the galactosaminogalactan (GAG)-deficient strains Δ*agd3* and Δ*uge3*, which have been generated in this background (64, 73). To measure fungal burden from lungs, tissue was weighed, homogenized with a Bead Ruptor 24 (BioLabProducts, Bebensee, Germany), diluted in PBS, and plated on AMM. CFU were counted after 2 days of incubation at 37°C.

### Coculture of BMDE, lung eosinophils, or human eosinophils and A. fumigatus.

Cocultures were set up in the presence of recombinant mouse or human IL-5 (10 ng/mL) in a 96-well format with 2 × 10^5^ eosinophils and 2 × 10^6^ A. fumigatus conidia (multiplicity of infection [MOI], 10) or 2 × 10^5^ GTs (MOI, 1) or 50% A. fumigatus culture supernatant in a total volume of 200 μL per well. The samples for eicosanoid measurements as well as Western blotting were generated in a 24-well format with 10^6^ BMDE per well and mL and the same MOIs of A. fumigatus. The same MOIs were also used with inactivated fungus. Stimulation was performed at 37°C and 5% CO_2_ in a cell culture incubator. When small-molecule inhibitors were used, cells were preincubated with these before exposure to the fungus. The SYK inhibitor R406 (InvivoGen, San Diego, CA) was used as previously published by 30-min preincubation at 1 μM (74). The PI3K inhibitors wortmannin (Merck) and LY294002 (Cell Signaling Technology, Danvers, MA) were applied following the manufacturer’s recommendations with 60-min preincubation at 0.2 μM or 50 μM, respectively. For CD11b blocking experiments the CD11b clone M1/70 or 5C6 (isotype antibody: LTF2; all Bio X Cell, Lebanon, NH) or the CD11b clone 2LPM19c (isotype antibody: mouse IgG1 kappa clone P3.6.8.2.1; both Thermo Fisher Scientific) was applied with 30- min preincubation at 10 μg/mL.

### Sorting of BAL fluid eosinophils.

To enrich lung eosinophils, 4get WT mice were i.n. sensitized to A. fumigatus ATCC 46645 as described before (75). BALF fluid was collected on day 17, and eosinophils were sorted as 4get^+^ SSC^high^, retrieved in IL-5-supplemented BMM, and seeded at a density of 2 × 10^5^ cells per 96-well plate. Cells were rested for 2 h at 37°C and 5% CO_2_ before proceeding with PI3K inhibition and A. fumigatus stimulation, as described in “Coculture of BMDE, Lung Eosinophils, or Human Eosinophils and A. fumigatus,” above. Eosinophil purity of the sorted cells was above 95%.

### Flow cytometry.

Flow cytometric analyses were performed in accordance with established guidelines (76). Fluorescently labeled antibodies against the following activation-associated surface proteins were used for BMDE: CD11b-APC-eFluor780 (M1/70), CD11c-PerCP-Cy5.5 (N418), CD29-biotin (eBioHMb1-1), CD62L-eFluor450 or -PECy7 (MEL-14), and CD101-PE (Moushi 101) (all Thermo Fisher Scientific); F4/80-like receptor/FIRE-AlexaFluor488 (6F12) and CD170/SIGLEC-F-AlexaFluor647 (E50-2440) (all BD Biosciences, San Jose, CA); and CD107a-BV711 (1D4B), and CD193/CCR3-PECy7 or -FITC (J073E5) (all BioLegend, San Diego, CA). For human eosinophils, the following antibodies against surface proteins were used: CD11b-APC-eFluor780 (M1/70), CD62L-eFluor450 (DREG-56), and CD193/CCR3-FITC (5E8) (all BioLegend) and SIGLEC-8-PE (FAB7975P) (R&D Systems). Cells from BAL fluid or lung were stained with antibodies against CD11b-APC-eFluor780 (M1/70) and CD11c-PerCP-Cy5.5 (N418) (both Thermo Fisher Scientific); and CD170/SIGLEC-F-BV421 (E50-2440), Ly6G-BUV395 (1A8), CD4-BUV395 (RM4-5), and CD8-BUV737 (53-6.7) (all BD Bioscience), Ly6G-PECy7 (1A8), Ly6C-APC (HK1.4) (both BioLegend). Lungs were processed as previously described before staining (75). Cells were stained for 20 min at 4°C in the dark and washed with fluorescent-activated cell sorter (FACS) buffer. If needed, a second identical staining step with BUV395-labeled streptavidin (BD Biosciences) was performed to visualize binding of biotin-labeled antibodies. Cells were filtered through a 70-μm mesh shortly before measuring the samples on a FACS Canto II or LSRFortessa flow cytometer (both BD Biosciences). FACS data were analyzed in FlowJo 10 (BD Biosciences).

### qRT-PCR.

BMDE were harvested after 5.5 h of coculture with the indicated A. fumigatus morphotypes, lysed in RLT buffer (Qiagen, Hilden, Germany) including 0.1 M dithiothreitol (DTT) and frozen at −80°C overnight. RNA was extracted with the column-based RNeasy kit (Qiagen) according to the manufacturer’s instructions. RNA from lung tissue was isolated with TRISure (Bioline, London, UK). Reverse transcription was performed with the Applied Biosystems high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific). qRT-PCRs were performed with the SYBR Select master mix premix (Thermo Fisher Scientific). Samples were measured on a CFX‐Connect instrument (Bio‐Rad Laboratories, Inc., Hercules, CA) or an Applied Biosystems ViiA 7 real‐time PCR system (Thermo Fisher Scientific). Threshold cycle (*C_T_*) value results were normalized to *Hprt* as a reference gene. Primer sequences and PCR conditions can be obtained from the authors upon request.

### Cytokine measurements.

The screening for released cytokines was performed with a ProcartaPlex mouse cytokine and chemokine panel 1A (36-plex) Luminex assay (Thermo Fisher Scientific) according to the manufacturer’s instructions. Undiluted supernatants of cocultures were used after 8-h stimulation time. Measurements were undertaken on a Bio-Rad Bio-Plex MAGPIX multiplex reader. IL-5 was excluded from analysis, since a large amount of recombinant IL-5 was present during culturing to prevent eosinophil apoptosis over the course of stimulation. Individual cytokine release assays for IL-4, IL-13, CCL3, CCL4, IL-1β, IL-5, IL-17, TNF-αn and IFN-γ were performed by enzyme-linked immunosorbent assay (ELISA). Cell culture supernatants were diluted 1:5 or 1:2 in the case of IL-13 before adding them to the ELISA. Cell culture supernatants from experiments of stimulation with cell wall components were all diluted 1:2. BAL samples were used undiluted for ELISA. IL-4 was assayed by an antibody pair of the clones 11B11 (Bio X Cell, West Lebanon, NH) and biotinylated BVD6‐24G2 (BioLegend). IL-13 release was quantified with the murine IL‐13 standard ABTS ELISA development kit (PeproTech). For CCL3, CCL4, IL-1β, IL-5, IL-17, TNF-α, and IFN-γ the corresponding ELISA DuoSet systems (R&D Systems) were used. Para-nitrophenyl phosphate (pNPP) was utilized as a substrate for the chromogenic reaction catalyzed by an alkaline phosphatase coupled to streptavidin (both Southern Biotech, Birmingham, AL) and measured at a wavelength of 405 nm on the Multiskan FC 3.0 instrument (Thermo Fisher Scientific).

### Transcriptional profiling of BMDE from cocultures with A. fumigatus.

A. fumigatus conidia were pregrown for 5.5 h in RPMI 1640. The medium was removed, and eosinophils were added at a conidium-eosinophil ratio of 2:1, along with 10 ng/mL rmIL-5. After 6 h of cocultivation RNA was isolated with the total RNA isolation kit (Fluka, Buchs, Switzerland). Then, 75 mM DTT was added to the lysis buffer to prevent RNA degradation. Samples were treated with an RNase-free DNase set (Qiagen), and RNA integrity was determined with a Bioanalyzer instrument (Agilent, Santa Clara, CA). The TruSeq stranded mRNA kit (Illumina, San Diego, CA) was used for cDNA library preparation. Libraries were 96-bp single-end sequenced on a HiSeq 2500 platform (Illumina). Reads were filtered for a length of at least 60 bp and mapped onto the mouse reference genome GRCm38 with the STAR aligner 2.6.1c. Data were loaded into R (3.5.3; The R Foundation for Statistical Computing, Vienna, Austria), and undetected genes were removed before downstream analysis. DESeq2 (1.20.0) was used on nonnormalized counts to normalize them and to perform differential expression analysis (77). Shrinkage was performed with the apeglm shrinkage estimator (1.4.2) to remove noise, and values were used for the MA plot (78). Heatmaps of log_2_ normalized counts were drawn with the gplots package. For gene set enrichment, GSEA 3.0 software with normalized count values as input and recommended settings (default values but permutation type set to “gene_set”) was used. For hallmark and transcription factor gene set analysis, the MSigDB database 7.1 was employed using a built-in function of the GSEA software to convert mouse to human gene identifiers (79). GSEA of the SIDER database gene sets was also performed with GSEA 3.,0 and genes of the oral candidiasis gene set considered by GSEA 3.0 were used to draw the corresponding heatmap. Data are available via the GEO database (accession no. GSE165694).

### Eicosanoid measurements.

Supernatants of BMDE were harvested after 8 h of coculturing with A. fumigatus conidia or fixed GTs as a control to verify that released eicosanoids were derived from eosinophils and not the fungus. BMDE were not additionally treated with ionophores. The same volume of −80°C precooled methanol was added to the supernatants, and the samples were immediately frozen at −80°C. Eicosanoid concentrations were measured via liquid chromatography tandem mass spectrometry (LC-MS/MS) as described previously (80). Briefly, automated solid-phase extractions were performed on a Microlab STAR robot (Hamilton, Bonaduz, Switzerland). Prior to extraction, all samples were diluted with H_2_O to an MeOH content of 15%, and 10 μL internal standard solution was added. Samples were extracted using Strata-X 96-well plates (30 mg; Phenomenex, Aschaffenburg, Germany) and eluted with MeOH followed by evaporation to dryness under N_2_ stream and redissolved in 100 μL MeOH/H_2_O (1:1).

Chromatographic separation of oxylipins was achieved with a 1260 series high performance liquid chromatography (HPLC) instrument (Agilent, Waldbronn, Germany) using a Kinetex C_18_ reversed-phase column (2.6 μm, 100 by 2.1 mm) with a SecurityGuard Ultra cartridge C_18_ precolumn (both Phenomenex, Aschaffenburg, Germany). The QTRAP 5500 mass spectrometer (Sciex, Darmstadt, Germany), equipped with a Turbo-V ion source, was operated in negative ionization mode. Samples were injected via an HTC PAL autosampler (CTC Analytics, Zwingen, Switzerland) set to 7.5°C. Identification of metabolites was achieved via retention time and scheduled multiple reaction monitoring (sMRM). Acquisition of LC-MS/MS data was performed using Analyst software 1.6.3, followed by quantification with MultiQuant software 3.0.2 (both Sciex).

### Western blotting.

BMDE were cocultured with A. fumigatus conidia or left unstimulated for 1 h. Cells were lysed with RIPA buffer including cOmplete protease inhibitor and PhosSTOP phosphatase inhibitor (both Roche, Basel, Switzerland). Protein extracts were denatured by boiling in Laemmli buffer for 5 min, run on an SDS-PAGE, and then blotted semidry onto a polyvinylidene difluoride membrane. Membranes were soaked in 3% bovine serum albumin (BSA) in TRIS-buffered saline-Tween buffer (TBS-T) for 1 h at room temperature and then incubated with the primary antibody overnight at 4°C. Antibodies against phosphorylated (D9E) and total AKT (C67E7), as well as β-actin (13E5) (all Cell Signaling Technology), were applied. Horseradish peroxidase (HRP)-linked polyclonal goat anti-rabbit antibody (Rockland Immunochemicals, Limerick, PA) was used as a secondary antibody for 1 h, followed by development in SignalFire Plus ECL reagent (Cell Signaling Technology) and luminescence imaging on a Bio-Rad ChemiDoc imaging system.

### Adherence assay.

BMDE were cocultured with A. fumigatus conidia in medium containing 10 ng/mL rmIL-5 in chamber slides for 12 h with a conidium-eosinophil ratio of 1. Adherence was quantified microscopically by counting eosinophils bound to fungal elements per total number of eosinophils in a high-power field of view (20×) on an Apotom V microscope (Carl Zeiss, Oberkochen, Germany).

### Statistics.

Data were evaluated for statistically significant differences in SigmaPlot 12.3. Student’s *t* test was used when comparing two groups against each other, when normality and equal variance were given. Otherwise, the Mann-Whitney U test was applied. In the setting of comparing multiple groups, one-way analysis of variance (ANOVA) or two-way ANOVA were used, depending on the number of nominal variables included in the setup. If normality or equal variance was not given, one-way ANOVA was replaced by the Kruskal-Wallis test. In general, the Holm-Sidak method was used as a *post hoc* test, but Dunn’s *post hoc* test replaced Kruskal-Wallis tests if equal variance failed. Where appropriate, repeated measurement/paired test variants were applied. Significance levels were defined as *P* values of <0.05, <0.01, and <0.001, indicated by one, two, or three stars, respectively. Applied statistics are indicated in the corresponding figure legends.

# Supplementary material for: Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling
**Source:** mBio. 2022 Jun 13;13(4):e01239-22. doi: 10.1128/mbio.01239-22
**Supplement:** FIG S1

Figure S1

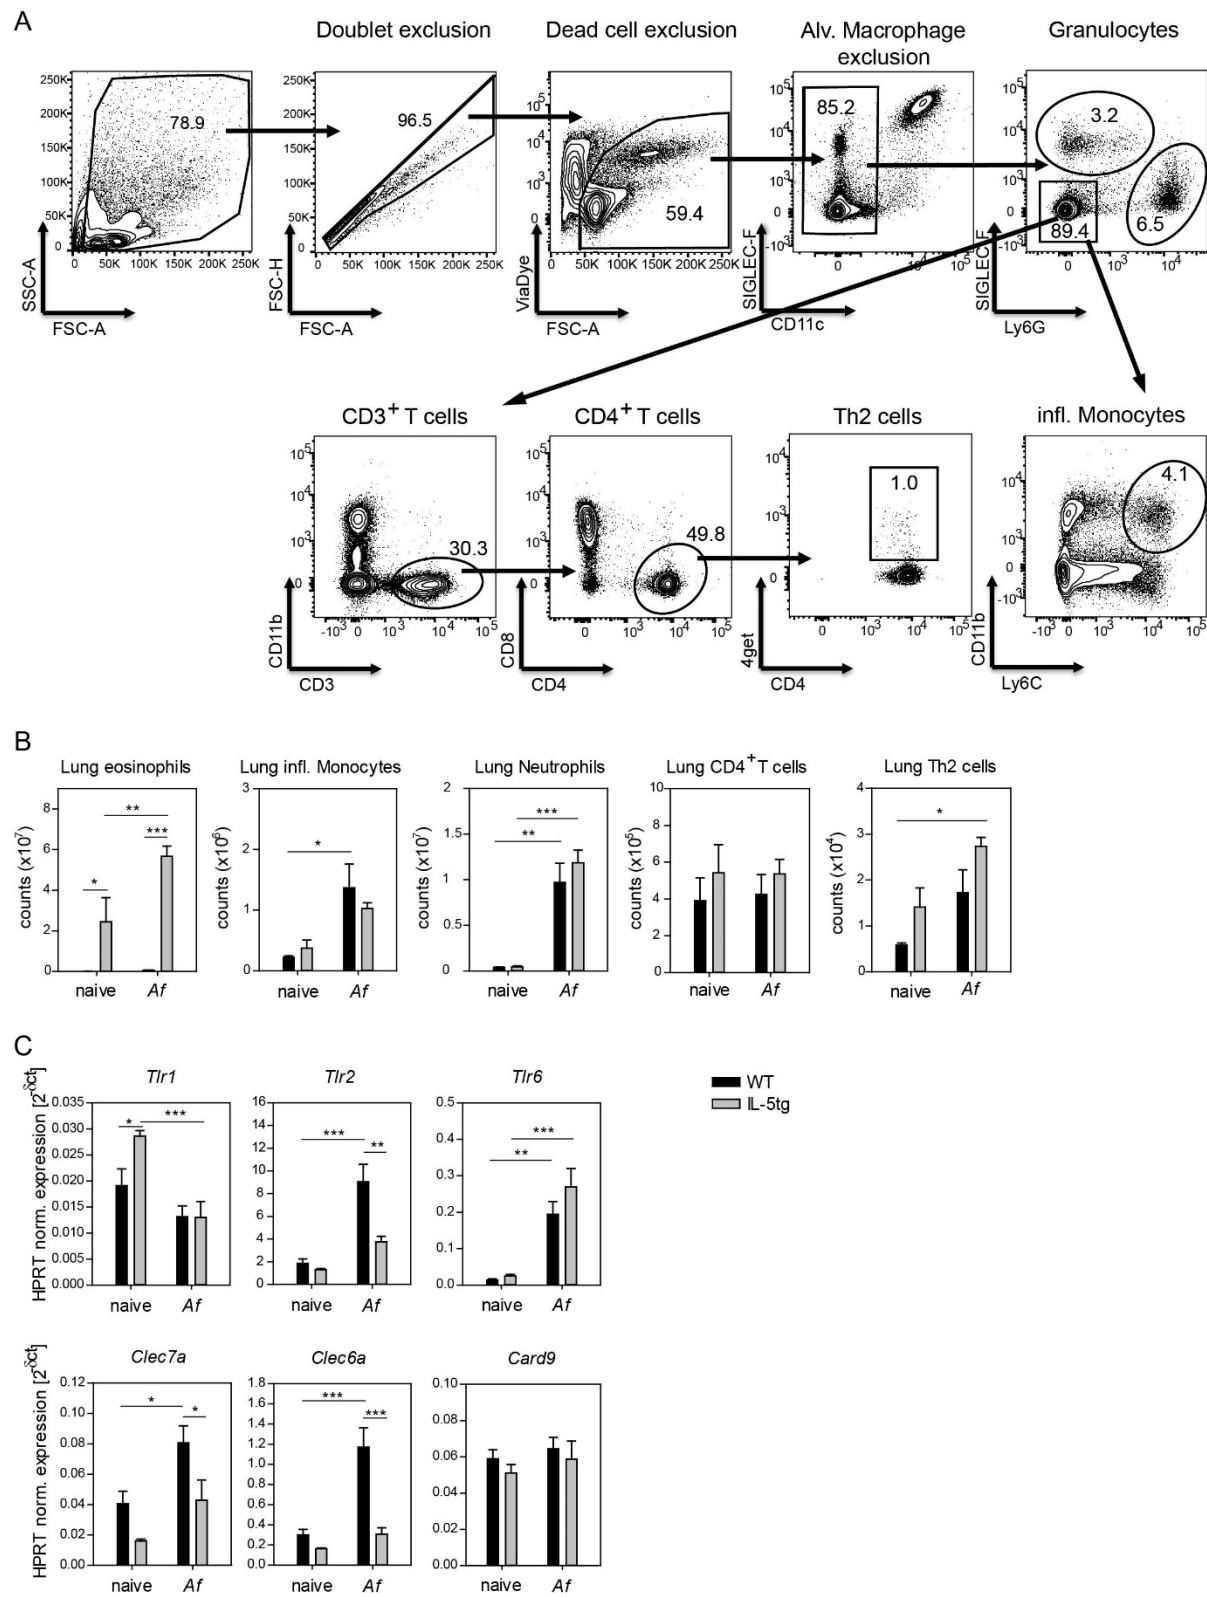

**Figure S1. Gating strategy, lung cell infiltrate and gene expression of WT and IL-5tg mice.** (A) Gating strategy for lung flow cytometry analysis of high dose *Af*-infected WT and IL-5tg mice. Doublet exclusion was followed by dead cell exclusion and exclusion of alveolar macrophages. Out of the SIGLEC-F<sup>+</sup> CD11c<sup>-</sup> population, eosinophils were defined as SIGLEC-F<sup>+</sup> Ly6G<sup>-</sup> and neutrophils as SIGLEC-F<sup>-</sup> Ly6G<sup>+</sup>. The SIGLEC-F Ly6G double negative population was used as a pre-gate for inflammatory monocytes (CD11b<sup>+</sup> Ly6C<sup>+</sup>) and CD3<sup>+</sup> T cells, which were subsequently gated as CD4<sup>+</sup> T cells and Th2 cells (4get<sup>+</sup>). (B) Absolute cell counts for total lung eosinophils, inflammatory monocytes, neutrophils, CD4<sup>+</sup> T cells and Th2 cells from high dose *Af*-infected WT and IL-5tg mice. Bars display mean count + SEM of three to eight mice per group from two experiments. (C) Relative expression of indicated genes in lung tissue of high dose *Af*-infected WT and IL-5tg mice, normalized to *Hprt*. Bars show mean + SEM of four to eight mice per group from two experiments. (B, C) Statistical significance was determined by two-way ANOVA with Holm-Sidak post-hoc testing. \*p <0.05; \*\*p <0.01; \*\*\*p <0.001.

# Supplementary material for: Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling
**Source:** mBio. 2022 Jun 13;13(4):e01239-22. doi: 10.1128/mbio.01239-22
**Supplement:** FIG S2

Figure S2

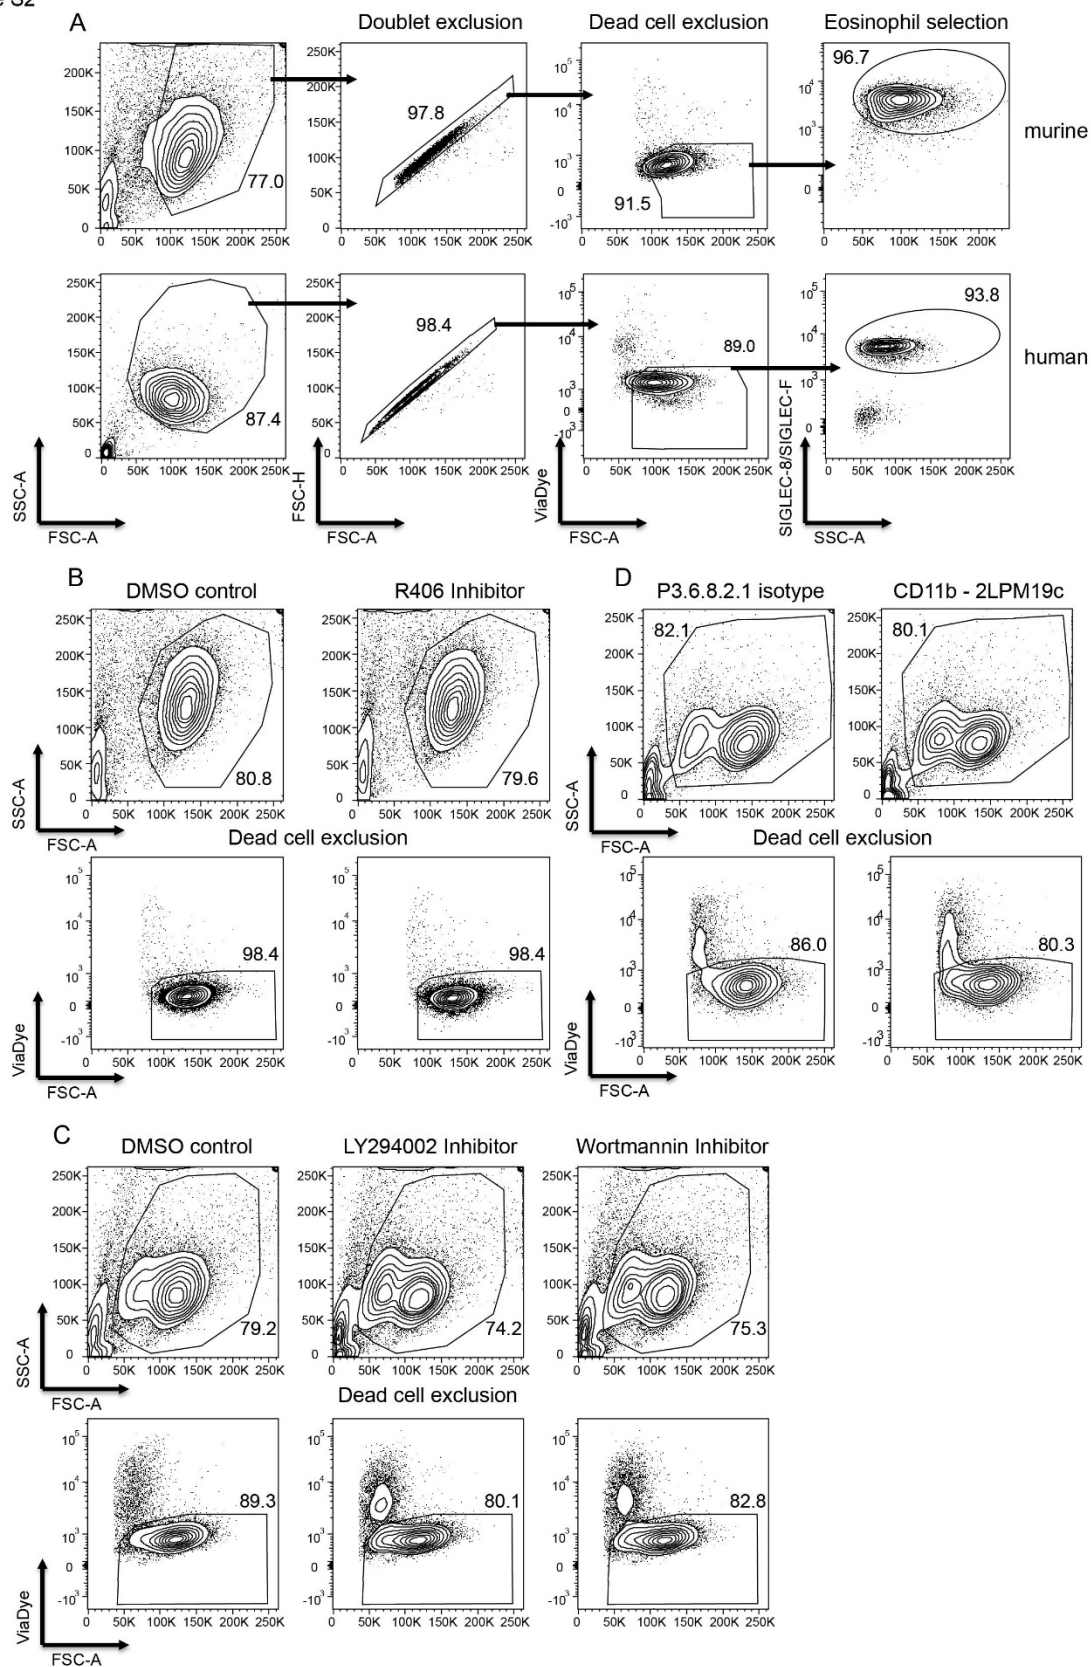

**Figure S2. Gating strategy and inhibitor effect on eosinophil viability.** (A) Eosinophils were gated from live and single cells and defined as SIGLEC-F<sup>+</sup> (murine, upper panel) or SIGLEC-8<sup>+</sup> (human, lower panel) and SSC<sup>high</sup>. MFIs of activation markers were derived from this gate. Representative dot plots of FSC/SSC and dead cell exclusion are shown for eosinophils that were treated with (B) 1  $\mu$ M R406 SYK inhibitor or (C) 50  $\mu$ M LY294002 or 0.2  $\mu$ M Wortmannin PI3K inhibitors or (D) 10  $\mu$ g/mL anti-CD11b antibody clone 2LPM19c.

# Supplementary material for: Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling
**Source:** mBio. 2022 Jun 13;13(4):e01239-22. doi: 10.1128/mbio.01239-22
**Supplement:** FIG S3

Figure S3

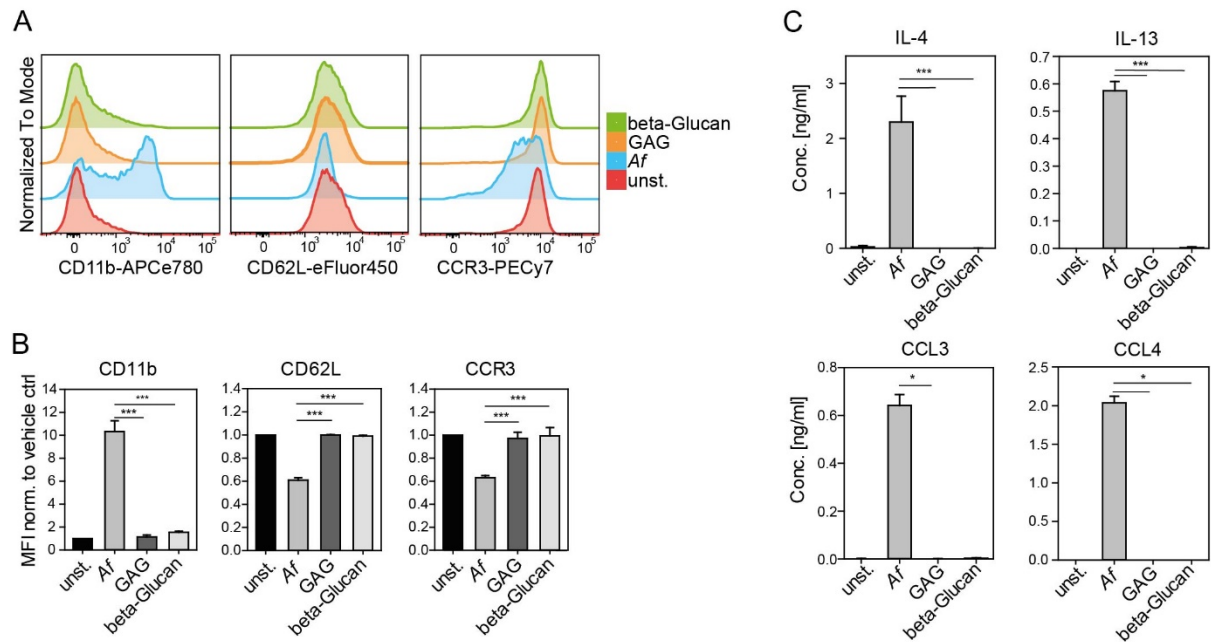

**Figure S3. BMDE are not activated by GAG or beta-glucan.** BMDE were stimulated with purified GAG or beta-glucan (each 10  $\mu$ g/ml) or *Af* conidia for 5.5 h followed by flow cytometry analysis and ELISA of culture supernatants. **(A)** Representative histograms of BMDE stimulated with cell wall components or *Af*, as well as unstimulated control. **(B)** Mean fluorescence intensities (MFIs) of indicated activation markers on BMDE normalized to the respective control (HCl diluent for GAG, NaCl diluent for beta-glucan, unstimulated eosinophils for *Af*). **(C)** ELISA for indicated cytokines from BMDE culture supernatants after incubation with cell wall components or *Af* conidia. Statistical significance amongst BMDE stimulated with cell wall components or *Af* was determined by one-way repeated measures ANOVA with Holm-Sidak post-hoc testing (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ) or , if normality or equal variance failed, by Friedman Repeated measures Analysis on Ranks with Dunn's post-hoc testing with significance level of \* $p < 0.05$ .

# Supplementary material for: Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling
**Source:** mBio. 2022 Jun 13;13(4):e01239-22. doi: 10.1128/mbio.01239-22
**Supplement:** FIG S4

Figure S4

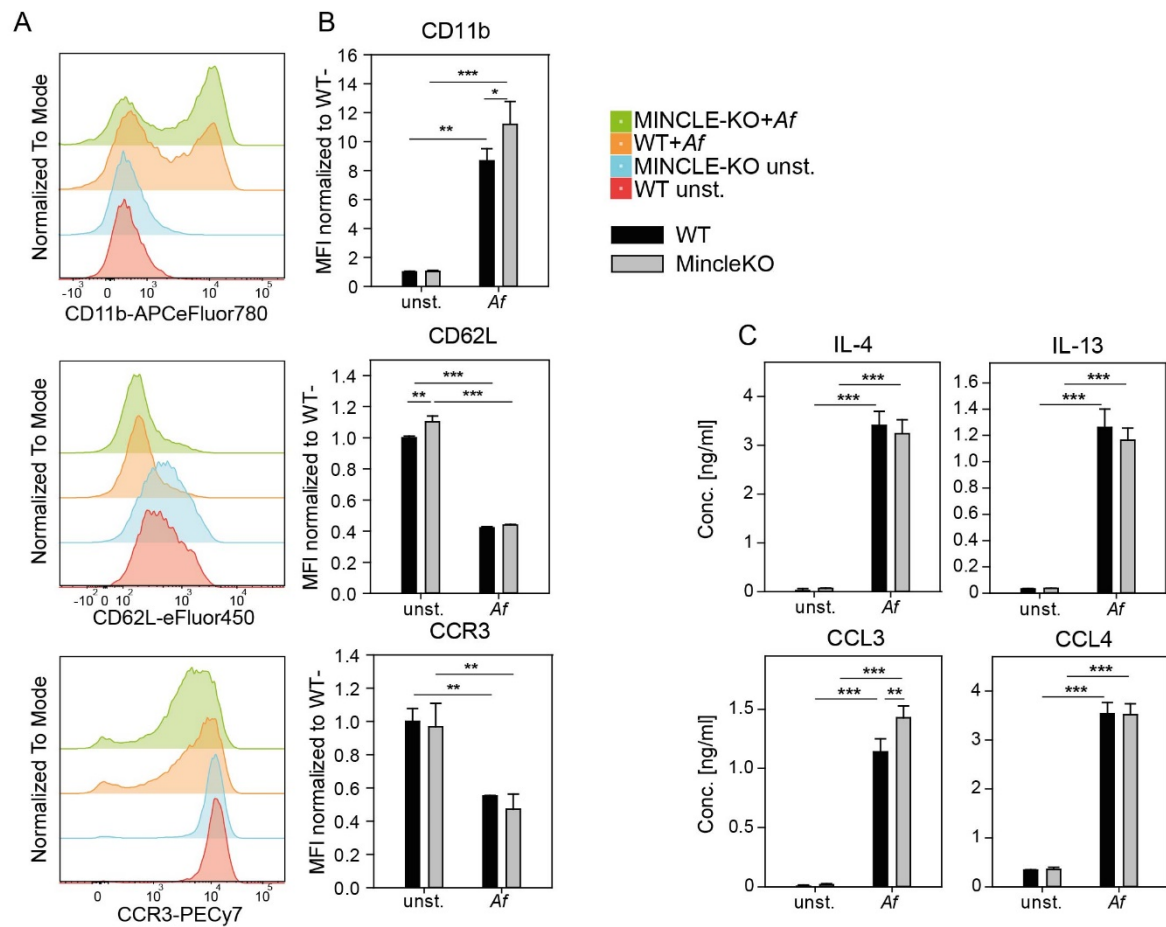

**Figure S4. The C-type lectin MINCLE is dispensable for the initial activation of BMDE.** C57BL/6 WT and MINCLE-KO BMDE were stimulated with *Af* conidia for 5.5 h and protein expression of selected activation markers was quantified by flow cytometry. **(A)** Representative histograms for indicated activation markers and genotypes of unstimulated and *Af* conidia-stimulated eosinophils are shown. **(B)** Averaged mean fluorescence intensities (MFI)s of the indicated activation marker normalized to the unstimulated WT control of the corresponding experiment are shown. MFI bar graphs show the mean + SEM from pooled data of 2 biologically distinct eosinophil cultures per group, each implemented as mean of technical triplicates. **(C)** BMDE were stimulated with *Af* conidia for 8 h and their supernatants harvested to perform ELISA for the indicated cytokines. ELISA bar graphs show the mean + SD of technical triplicates of one representative from 2 biologically distinct cultures per group. Statistical significance was determined by two-way ANOVA with Holm-Sidak post-hoc testing. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

# Supplementary material for: Phosphatidylinositol 3-Kinase (PI3K) Orchestrates Aspergillus fumigatus-Induced Eosinophil Activation Independently of Canonical Toll-Like Receptor (TLR)/C-Type-Lectin Receptor (CLR) Signaling
**Source:** mBio. 2022 Jun 13;13(4):e01239-22. doi: 10.1128/mbio.01239-22
**Supplement:** FIG S5

Figure S5

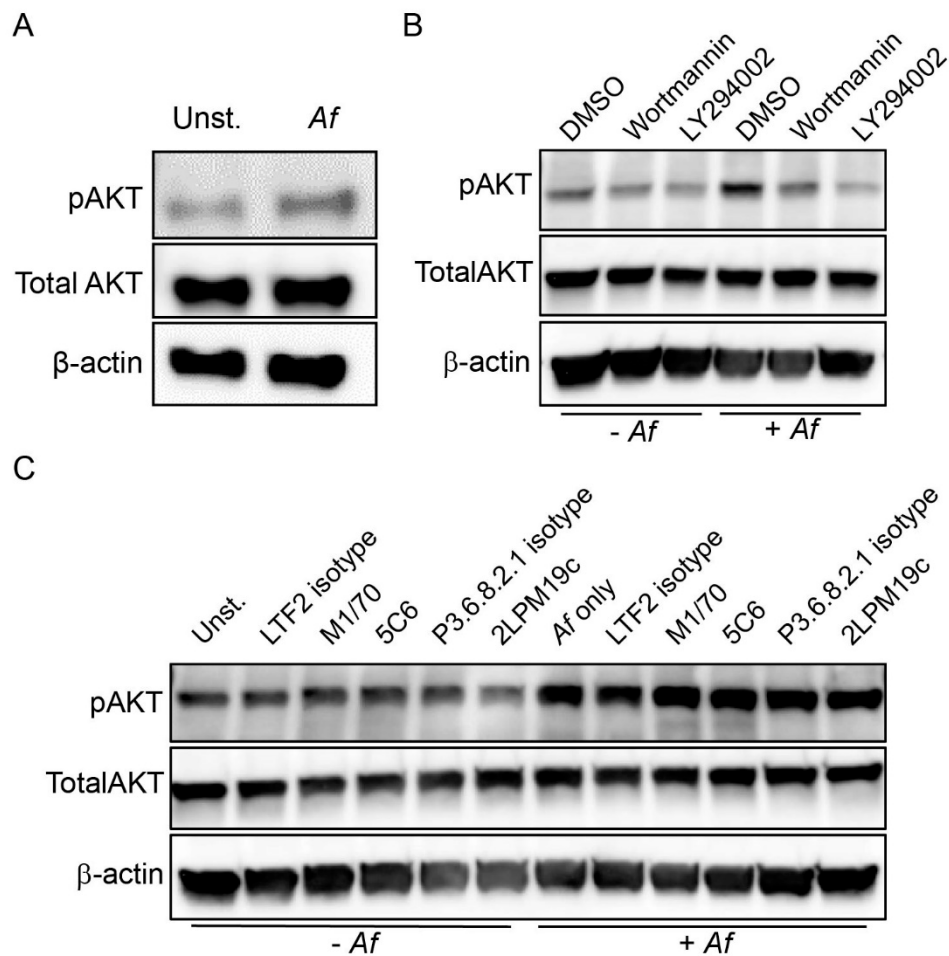

**Figure S5. *Af* stimulation triggers phosphorylation of AKT in BMDE.** Western blots of phosphorylated and total AKT, as well as  $\beta$ -actin loading control of whole cell lysates of 1 h BMDE-*Af* conidia co-cultures or unstimulated BMDE. (A) *Af*-stimulated or unstimulated lysates. (B) Whole cell lysates of 1 h co-cultures or unstimulated BMDE after 1 h pre-incubation with 0.2  $\mu$ M Wortmannin or 50  $\mu$ M LY294002 PI3K inhibitors. (C) Whole cell lysates of 1 h co-cultures or unstimulated BMDE after 30 min pre-incubation with 10  $\mu$ g/mL anti-CD11b antibody clones M1/70 or 5C6 (LTF2 as corresponding isotype) or 2LPM19c (P3.6.8.2.1 as corresponding isotype).

How the deposited data were processed for this re-analysis (not part of the article)

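RNA was sequenced from BMDE alone (n = 3 libraries) and from BMDE cocultured with A. fumigatus (n = 3 libraries), the only groups of the data set. The authors filtered the reads by length, mapped them to GRCm38 with STAR and deposited raw counts per gene with no normalization. The paper's text does not name the counting program, its strand setting or the annotation release. For its own results the paper removed undetected genes, tested with DESeq2, shrank fold changes with apeglm and ran gene-permuting GSEA. Each column of counts was matched to its sample by the name given in the sample's description. Of 55298 gene IDs, 55117 matched the GENCODE M21 annotation of GRCm38 without regard to version, and this gave symbols and coordinates. A symbol shared by several IDs was given to the ID with the most counts, and Ero1a was taken as Ero1l, its name in the annotation. Both steps were added after values had been seen, because Aldoa, Ddit3 and Ero1a had dropped out of the lists.

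Genes without a count in any library were removed, and 28398 were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization, no replicate block and Benjamini-Hochberg adjustment. The libraries held 66976097 to 95422250 counts, with a median of 92885731 for BMDE alone and 78801027 for the coculture. The 10 genes with the most counts took 9.09% to 11.9% of each library, and TMM factors ran from 0.902 to 1.13. Where a group had no count for a gene and the other had more than 3, the bound used 3 counts over the group, and genes with at most 3 counts in each group were left out of medians that use bounds. Alternatives were relative log expression factors, scaling by library total, DESeq2 1.42.0 with and without apeglm 1.24.0, limma 3.58.1 (voom), edgeR's filter on low counts, at least 10 counts in every sample, replicate blocks by title or culture number, a test against a log2 fold change of 1, and leaving out each library. Ranges of adjusted p over alternatives leave out the test against 1. Gene sets were tested with camera, with fry and camera with an estimated correlation and fgsea 1.28.0 as alternatives, on lists written by hand and on the Reactome mouse sets shipped with fgsea. Of 7111 Entrez IDs in these sets, 6870 matched. The hallmark, transcription factor and SIDER sets were not used here. The Reactome sets named in the text were chosen by topic after gene values and list medians had been seen, and before any set was tested.

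The genes named were set by a rule written before the data were examined. They are the genes that the paper names or shows in Fig. 5, whose values in the figure had been seen, the genes of the hand-written lists, and the 10 induced and 10 reduced genes with the largest fold change among those with an adjusted p below 0.05, a mean normalized count above 100 and no overlap between the groups. The lists cover the 11 tested pathways, Toll-like and C-type lectin receptor signaling, the genes behind Fig. 2A, 2B and 2E, and markers of eosinophils, neutrophils, macrophages, basophils with mast cells, and lymphocytes. Genes that another list also holds numbered 6 for glycolysis, 1 for the unfolded protein response, 13 for NF-κB targets, 6 for HIF-1 targets, 2 for AP-1 members, 2 for STAT targets, 1 for oxidative stress, 4 for p53 targets, 4 for apoptosis, 2 for Toll-like and C-type lectin receptors, 2 for Fig. 2E, 3 for Fig. 2A, 10 for Fig. 2B, 3 for eosinophils and 1 for macrophages, and the remaining lists had none. Genes that the paper names for this experiment or shows in Fig. 5 numbered 2 for glycolysis, 9 for NF-κB targets, 8 for HIF-1 targets, 2 for AP-1 members, 2 for p53 targets, 1 for apoptosis, 4 for Toll-like and C-type lectin receptors, 2 for Fig. 2E, 1 for Fig. 2A, 11 for Fig. 2B, 1 for macrophages and 1 for lymphocytes, and the remaining lists had none. Hrk, Il3, Il17a, Il9, Ccl11 and Mcpt4 were listed and had no counts or no matching symbol. Hif1a, Keap1, Hprt, the interferon genes other than Ifit3 and the genes added to the list of basophils and mast cells, Cd200r3 among them, were chosen after values had been seen. Some results for single genes, and a test of Ighv3-2 that rests on them, are not reported here.

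The tests were tried on simulated counts with the real library sizes, in which 200 genes changed 4-fold. With a dispersion of its own for each gene, edgeR recovered 194 of the 200 and also called 62 unchanged genes of 27079 tested, 24.2% of its calls. DESeq2 recovered 191 with 81 unchanged genes called, limma 181 with 19, and edgeR with its filter on low counts 181 with 15 (7.65% of calls). With dispersions on the trend, edgeR recovered 191 with 5 unchanged genes called (2.55%), DESeq2 194 with 45 and limma 188 with 25. The unfiltered test set in advance was kept, and 3870 of its 4115 calls were also made with the filter. Each set method recovered all 5 Reactome sets raised 2-fold, and sets without a changed gene were called 4 times by camera, 0 times with the estimated correlation, 6 times by fry and 4 times by fgsea. Counts were drawn for each gene independently, so this simulation cannot test how the methods handle correlation between genes.

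Titles number the samples 1, 2 and 3, and descriptions number the cultures 1, 2 and 4 in another order. Deviations from the group means were correlated across 15861 genes, which are not independent replicates. Libraries with the same culture number gave r = 0.55, 0.50 and 0.40 for cultures 1, 2 and 4, and so the culture numbers were taken to pair the samples. In a check for repeated deposits of 1 library, the libraries of each group gave a chi-square per degree of freedom of 79.8 to 129 against each other, and no such pair was found.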

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

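The tests of the opposite strand, of a single library and of a single culture were chosen after the results were seen. Gm15283, Gm16754, Ighv3-2 and Ifit3 are among the 10 induced or 10 reduced genes with the largest fold change and no overlap between groups, and the paper neither names nor shows them.

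Gm15283 (chromosome 12 from 73843039 to 73949814) and Gm16754 (chromosome 9 from 21225371 to 21233046) are annotated as antisense, overlapping Hif1a and Keap1 on the other strand. They rose by 6.47 and 6.15 on the log2 scale (standard errors 0.39 and 0.27), to 3049.8 ± 1333 and 4419.9 ± 703 normalized counts (SD, n = 3). Reads of Hif1a and Keap1 counted on the wrong strand are argued against as the source of the rise, because Hif1a did not rise (-0.46) and Keap1 rose by only 0.50. The call of Keap1 (adjusted p = 0.00973, edgeR) was lost with scaling by library total and without the BMDE alone library of culture 2 (adjusted p = 0.0589), with an adjusted p from 6.39e-05 to 0.135 over all alternatives. Transcription of these loci in the coculture stays open, as do transcripts that extend beyond the annotated ends of neighboring genes, and neither was tested.

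Ighv3-2, an immunoglobulin variable segment, had a log2 fold change of -4.44 (standard error 0.87, adjusted p = 0.00676, edgeR), and was not called without the BMDE alone library of culture 2 (adjusted p = 0.0887), with an adjusted p from 1.22e-10 to 0.0887 over all alternatives. Reads shared with similar segments, a change in the cells present and lower transcription in the same cells all stay open.

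Ifit3, an interferon-induced gene, had a log2 fold change of -4.24 (standard error 1.13, adjusted p = 0.0301, edgeR). The BMDE alone library of culture 1 held 1176 normalized counts, against 150.1 for culture 4 and 70.1 for culture 2. Without that library the log2 fold change was -2.17, and without any 1 of the others it lay between -5.71 and -3.68. The call was lost with limma (adjusted p = 0.147) and without the BMDE alone library of culture 4 (adjusted p = 0.0640), the BMDE alone library of culture 1 (adjusted p = 0.173), the BMDE alone library of culture 2 (adjusted p = 0.0898), the coculture library of culture 2 (adjusted p = 0.0852) or the coculture library of culture 4 (adjusted p = 0.0725), and over all alternatives the adjusted p ran from 1.33e-08 to 0.173. Of the other interferon-induced genes examined, Ifit1, Ifit2, Rsad2 and Oasl1 were also highest in the BMDE alone library of culture 1, with 1736, 4498, 5288 and 2268 normalized counts, while Isg15 and Irf7 were highest in the coculture library of culture 1, with 2410.1 and 5127. Within each culture Ifit3 was lower in the coculture, at 54.7, 15.6 and 2.38 normalized counts for cultures 1, 2 and 4, and with a replicate block by culture number it was called (adjusted p = 1.33e-08). With this block and without both libraries of culture 1, the log2 fold change was -3.63 (standard error 0.54, adjusted p = 2.37e-07), which argues against culture 1, or its library of BMDE alone, as the whole source of the fall, although this fit rests on 2 cultures. How far it adds to the size of the fall stays open, as do reads shared with similar genes and an effect of the coculture, which were not tested.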

How the results depend on the processing

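The alternative that leaves Aldoa, Ddit3 and Ero1l out of the lists was chosen after the data were seen, and all others before.

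The edgeR test called 4115 genes. It was 4055 with relative log expression factors, 4076 with limma, 4228 with at least 10 counts in every sample, 4527 with edgeR's filter on low counts, 5291 with DESeq2 and 5711 with scaling by library total, where 4434 were lower. No gene called by this test and under any alternative run had opposite directions in both. A replicate block by culture number gave 7639 genes, 3129 higher and 4510 lower, and 4100 of the 4115 were among them. A block by title number, which does not pair the samples (r = -0.13, -0.31 and -0.23), gave 2905 genes, of which 1509 were lower. The test against a log2 fold change of 1 passed 736 genes, 426 higher and 310 lower, as it asks for a larger change. Leaving out 1 library gave 1855 to 3794 genes, 1010 to 1679 higher and 845 to 2115 lower, the fewest without the BMDE alone library of culture 2. Without the BMDE alone library of culture 4 the count was 2575. The number of lower genes was 1288 without that library, 1488 without the BMDE alone library of culture 1 and 1355 without the coculture library of culture 4. TMM factors lay between 1.06 and 1.13 for BMDE alone and between 0.902 and 0.948 for the coculture. Scaling by library total leaves them out, which shifts the fold changes down. Why the factors differ was not tested, and for the blocks only the correlations within culture and title numbers were examined. On simulated counts with 200 changed genes and a dispersion for each gene, the unfiltered test called 62 unchanged genes, 24.2% of its calls. Such a share depends on the number of genes that change and does not carry over to the 4115 calls. In the real data the filter removed 145 of the called genes from testing.

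Ccl4, Ccl3, Cxcl1, Cxcl2 and Ptgs2 all ranked among the 50 strongest induced genes under each alternative run for the ranking. For the 62 genes given these alternatives one by one, no call changed direction. Calls were lost for 4 genes with edgeR's filter on low counts, 5 with limma, 6 with scaling by library total and 18 without the BMDE alone library of culture 2. A replicate block by culture number added 5 calls, Jun, Alox5ap, Cpa3, Prss34 and Mcpt8, and lost none. With at least 10 counts required in every sample, 56 of these genes were left to test.

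Reactome sets depended on the method. Camera called 150, fry 148, gene-permuting GSEA 99 and camera with the estimated correlation 0, where 38 had an unadjusted p below 0.05. The cause was not tested. Leaving out 1 library gave 128 to 172 sets. Of the 11 lists, 9 were called, and 4 with the estimated correlation, for which the cause was not tested either. These were glycolysis, HIF-1 targets, NF-κB targets and AP-1 members. Leaving out 1 library gave 5 to 9 lists, the fewest without the coculture library of culture 2. Without Aldoa, Ddit3 and Ero1l, 7 lists were called, and those of cholesterol synthesis (adjusted p = 0.0516) and the unfolded protein response (adjusted p = 0.0535) were not (camera). As the symbols were restored after this result was seen, the calls of both lists are the less certain.

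Depth limits Arhgef37, whose coculture libraries held at most 3 counts, Edn1, whose BMDE alone libraries held at most 41, and Il18, whose coculture libraries held at most 11.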

Differences from the paper's values

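The Reactome sets named here were chosen after gene values were seen, and the points of Fig. 5A were read by eye, and their scale compared, after the values here were known, so the reading is not blind. None of the 16 log2 fold changes read by eye from Fig. 5A differed from the value here by more than the replicate spread, after the direction was matched, since the figure plots BMDE alone over coculture and the values here are coculture over BMDE alone. The largest difference was 0.54. The mean normalized counts on the axis of Fig. 5A match those here only after a 10-fold change of scale. For the same genes the mean here was higher by 0.97 to 1.06 on the log10 scale, with a median of 1.03. Fig. 5B, whose cutoff on this mean is 100, shows Arhgef37 (145 here), Gm5431 (156), Glod5 (297) and Cd200r2 (332). On a 10-fold lower scale these would fail that cutoff, which argues that the counts behind Fig. 5B are on the scale used here. The cause of the offset in Fig. 5A was not found.

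Of the 50 genes ranked highest here by absolute fold change, 43 are shown in Fig. 5B, and all genes of Fig. 5B were called in its direction. The overlap was 44 with DESeq2, 45 with edgeR's filter on low counts or the test against a log2 fold change of 1, and 47 with DESeq2 fold changes shrunken with apeglm, the largest among the settings run. Scaling by library total gave 31, and a mean normalized count above 50 in place of 100 gave 27.

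The paper reports enrichment of sets for mTORC1 and PI3K-AKT-mTOR signaling, STAT3 and STAT5 signaling and reactive oxygen species. With other sets, that of mTOR signaling was not called under any alternative (adjusted p = 0.621, camera). The sets of PI3K-AKT activation (adjusted p = 0.549, camera), of PIP3-activated AKT signaling (adjusted p = 0.572, camera) and of detoxification of reactive oxygen species (adjusted p = 0.456, camera, with a median of -0.14 although the test pointed higher), and the list of STAT3 and STAT5 targets, were called with fry alone. The list of PI3K-AKT-mTOR components was called with the replicate block by culture number and without the BMDE alone library of culture 2 (adjusted p = 0.0262) or the coculture library of culture 1 (adjusted p = 0.00782), with an adjusted p from 0.00782 to 0.549 over all alternatives. The Reactome set of cholesterol biosynthesis (adjusted p = 0.0850, camera) was called with fry and with the replicate block by culture number, and the hand-written list of cholesterol synthesis was called. The list of oxidative stress genes was called (adjusted p = 0.0274, camera). The hallmark sets were not used here, so these values are not those of the paper's sets. For glycolysis, HIF-1 targets and NF-κB targets the direction was that of the paper. The AP-1 list holds the factors themselves, while the paper reports on the genes they control, which were not tested here.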

Other observations

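The tests that treat Il13 and Il4 separately, within cultures and with more genes of basophils and mast cells, were chosen after the results were seen. A joint test of Il4 and Il13 written before was split in this way because Il13 lies above all of the marker genes listed before and Il4 among them.

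The real grouping called 4115 genes with edgeR. None of the 9 other splits of the libraries called any with edgeR or limma, with 139 to 1258 genes at an unadjusted p below 0.05 (edgeR) against 7472 for the real one, and 3 of these splits part all pairs of cultures, as the real one does. So 1 of 10 splits gave as many genes, 1 of 10 placed as many of Ccl4, Ccl3, Cxcl1, Cxcl2 and Ptgs2 among the 50 strongest, and 1 of 10 gave as many pathway lists. For Reactome sets it was 2 of 10, as another split, which parts 1 pair only, called 165 sets against 150. The splits that part all pairs called 9, 30 and 122 sets. With 10 splits the share is never below 0.1, so the splits alone cannot exclude chance for any of these counts. The other splits also keep part of the coculture difference, as each of their groups holds unequal numbers of both conditions.

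Coculture libraries were smaller than those of BMDE alone, and log2 fold changes correlated with gene length (Spearman rho -0.14) and GC content (rho 0.04) across genes, which are not independent replicates. After thinning all libraries to the smallest total, 95.9% of the changed genes were still called in the same direction, and after correcting each library for GC content and length, for which 99.8% of genes had values, 88.6% were. Both values argue against these as the whole cause. With the replicate block by culture number, 7351 genes changed after thinning and 7879 after the correction. An effect of the coculture stays open.

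A larger share of basophils or mast cells was weighed for the rise of Il13 and Il4. The list of these cells written before held 9 detected genes and left out Hdc and Slc18a2, which are typical of them and shown in Fig. 5B. So 12 genes were added, these 2 included, of which 10 were detected. With the replicate block by culture number, the 12 genes of the wider list with a mean normalized count above 100 had a median log2 fold change of 1.04, 0.93 to 1.11 with any 1 culture left out, and of 1.12 without the block. They ran from -1.48 for Kit to 4.27 for Slc18a2. Il13 rose by 3.57 (standard error 0.14), 3.45 to 3.77 with any 1 culture left out, and 10 of the 12 genes lay below it by more than 2 standard errors of the difference, while Hdc (4.10) and Slc18a2 lay above it. This argues against a larger share as the whole cause of the rise of Il13. Il4 rose by 1.46 (standard error 0.10), 1.33 to 1.56 with any 1 culture left out. Of the 12 genes, 8 lay below it, 7 of them by more than 2 standard errors of the difference (6 with any 1 culture left out). The other 4, Hdc, Slc18a2, Cd200r3 and Gata2, lay above it, and 5 did without culture 1. The 7 genes go against a larger share as the whole cause of the rise of Il4, while the 4 above it allow one. For Il4 such a share and induction in eosinophils therefore cannot be told apart. In the list written before, Gata2 and Kit were the only genes called without a block, over all genes tested and adjusted over the list alone, Kit with a log2 fold change of -1.40, and both calls were lost without the BMDE alone library of culture 2 (adjusted p = 0.0807 for Gata2 and 0.0780 for Kit, edgeR). Over all alternatives the adjusted p ran from 3.51e-12 to 0.0807 for Gata2 and from 2.18e-08 to 0.0780 for Kit. Among the abundant genes of that list, Cpa3 rose from 5664 ± 3402 to 8722 ± 5772 and Prss34 from 4922 ± 2979 to 9671 ± 6139 normalized counts (SD, n = 3 each). These genes and Mcpt8 (1.26) were not called without a block, but each rose in all 3 cultures and was called with the replicate block by culture number (adjusted p = 1.57e-04 for Cpa3, 3.49e-07 for Prss34 and 1.65e-08 for Mcpt8), with adjusted p from 1.57e-04 to 0.904, 3.49e-07 to 0.634 and 1.65e-08 to 0.800 over all alternatives. Activation of such cells stays open and was not tested.

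Mertk fell by 4.24 on the log2 scale (standard error 0.38), and the other macrophage genes had a median of -2.54. Of all 11 genes in this list, 9 were called lower over all genes tested and as many adjusted over the list alone, among them Apoe, which fell from 33023 ± 12459 to 5627 ± 2000.3 normalized counts (SD, n = 3 each). Adgre1 (0.36) and Csf1r (0.30) were not called, and both had high counts already in BMDE alone (88199 ± 16351 and 35924 ± 4007), which would hide the loss of a small share of cells. Fewer macrophages and lower transcription in the remaining cells cannot be told apart, because both lower these genes. Fig. 5 shows 1 gene of this list, Mertk, and another list holds 1, Mrc1. The medians of the other marker lists were 0.24 for eosinophils, -0.49 for neutrophils and -1.39 for lymphocytes. The calls over all genes tested were 0 higher and 2 lower for eosinophils, 0 higher and 1 lower for neutrophils and 1 higher and 3 lower for lymphocytes, and adjusted over each list alone 0 higher and 2 lower, 0 higher and 1 lower and 1 higher and 4 lower. The median of the eosinophil genes was 0.01 with scaling by library total.

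In Fig. 2E, eicosanoid synthesis genes were measured in other cultures by PCR relative to Hprt. In the libraries analysed here, Ptgs1 (-0.06), Alox5 (-0.02), Alox5ap (0.38) and Tbxas1 (0.16) were not called with edgeR, and Alox5 changed sign with relative log expression factors (0.04) and Tbxas1 with scaling by library total (-0.08). The list of 6 genes had a median of 0.07, or -0.17 with scaling by library total, with 2 genes, Ptgs2 and Alox15, called over all genes tested and as many adjusted over the list alone. Alox15 was lower in the coculture, at -0.85 (standard error 0.22, adjusted p = 0.0282, edgeR), and its call was lost without the BMDE alone library of culture 4 (adjusted p = 0.0953), the BMDE alone library of culture 2 (adjusted p = 0.176), the coculture library of culture 1 (adjusted p = 0.109) or the coculture library of culture 4 (adjusted p = 0.133), with an adjusted p from 4.57e-08 to 0.176 over all alternatives. Alox5ap was called with the replicate block by culture number (adjusted p = 0.00116, edgeR, with 0.00116 to 0.514 over all alternatives). Hprt rose by 0.58 on the log2 scale (standard error 0.10, adjusted p = 0.00301, edgeR), and by 0.35 with scaling by library total. Relative to Hprt, the scale of Fig. 2E, the log2 fold changes were -0.67 for Ptgs1, -0.60 for Alox5, -0.43 for Tbxas1 and -1.42 for Alox15. They were -0.19 for Alox5ap, where the groups overlapped, and 5.37 for Ptgs2, and all 6 have the paper's direction on that scale. These values compare group means of each library's log2 ratio to Hprt, so they can differ from the fitted values. For Ptgs2 the SD of that ratio was 1.67 in BMDE alone. For Alox5ap and Tbxas1 the direction follows from the rise of Hprt, which was larger than theirs. Ptgs1 (-0.06) and Alox5 (-0.02) did not rise, and most of their fall on that scale comes from the rise of Hprt. The samples of Fig. 2E were not analysed here, so whether Hprt rose in them was not tested.

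Of 7 transcripts for surface proteins that Fig. 2A shows by flow cytometry, 3 were called over all genes tested and as many adjusted over the list alone, and the median was 0.01, or -0.22 with scaling by library total. Itgam rose by 1.18 on the log2 scale (standard error 0.16, adjusted p = 8.11e-04, edgeR). The calls of Cd101 (0.52) and Adgre4 (-0.62) were less stable. Cd101 was not called with any 1 library left out (adjusted p = 0.0508 to 0.149), nor Adgre4 without the BMDE alone library of culture 4 (adjusted p = 0.164), the BMDE alone library of culture 2 (adjusted p = 0.231), the coculture library of culture 1 (adjusted p = 0.121) or the coculture library of culture 4 (adjusted p = 0.115), and over all alternatives the adjusted p ran from 4.96e-05 to 0.178 and from 4.32e-06 to 0.231. Of 30 genes for the secreted factors of Fig. 2B, 26 were detected, 19 were higher and 1 was lower, 21 were called adjusted over the list alone, with a median of 2.57, or 2.68 without Il22, which had at most 1 count in each group, and with Csf3, which had no count in BMDE alone, at its bound. Of 32 genes of Toll-like and C-type lectin receptor signaling, 9 were higher and 11 lower, and 23 were called adjusted over the list alone. Their median was 0.03, or -0.21 with scaling by library total, and their mean -0.81. That mean uses fitted values, the lowest -7.18 for Tlr11, without the bound for the 1 gene that had no count in a group.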
